# Molecular signatures identify immature mesenchymal progenitors in early mouse limb buds that respond differentially to morphogen signaling

**DOI:** 10.1242/dev.173328

**Published:** 2019-05-28

**Authors:** Robert Reinhardt, Fabiana Gullotta, Gretel Nusspaumer, Erkan Ünal, Robert Ivanek, Aimée Zuniga, Rolf Zeller

**Keywords:** Cell sorting, Chondrogenesis, Mesenchymal progenitors, Mouse limb bud, Signaling, Transcriptome

## Abstract

The key molecular interactions governing vertebrate limb bud development are a paradigm for studying the mechanisms controlling progenitor cell proliferation and specification during vertebrate organogenesis. However, little is known about the cellular heterogeneity of the mesenchymal progenitors in early limb buds that ultimately contribute to the chondrogenic condensations prefiguring the skeleton. We combined flow cytometric and transcriptome analyses to identify the molecular signatures of several distinct mesenchymal progenitor cell populations present in early mouse forelimb buds. In particular, jagged 1 (JAG1)-positive cells located in the posterior-distal mesenchyme were identified as the most immature limb bud mesenchymal progenitors (LMPs), which crucially depend on SHH and FGF signaling in culture. The analysis of gremlin 1 (*Grem1*)-deficient forelimb buds showed that JAG1-expressing LMPs are protected from apoptosis by GREM1-mediated BMP antagonism. At the same stage, the osteo-chondrogenic progenitors (OCPs) located in the core mesenchyme are already actively responding to BMP signaling. This analysis sheds light on the cellular heterogeneity of the early mouse limb bud mesenchyme and on the distinct response of LMPs and OCPs to morphogen signaling.

## Abstract (precis)

**Summary:** Cell sorting identifies limb bud mesenchymal progenitors (LMPs) with distinct molecular signatures and differential dependence on morphogen signaling. Specifically, two immature LMP populations with strong chondrogenic differentiation potential are identified.

## INTRODUCTION

The developing vertebrate limb bud is an excellent model for studying the molecular mechanisms and cellular interactions that govern proliferative expansion, specification and differentiation of mesenchymal progenitors during organogenesis. The limb bud mesenchymal progenitors (LMPs) will give rise to the osteo-chondrogenic lineages of the appendicular skeleton, tendons and connective tissue. In contrast, muscles arise from myoblasts that migrate from the somites into the early limb bud (reviewed by Zuniga, 2015). There is evidence that the mesenchyme consists of molecularly distinct anterior and posterior compartments during the initiation of limb bud development (Osterwalder et al., 2014). It has been shown that SHH morphogen signaling specifies the antero-posterior (AP) identities of the future digits during the onset of mouse limb bud outgrowth (around embryonic day E9.75-E10.5; Zhu et al., 2008). In parallel, a feedback signaling system is established between the posterior SHH signaling center and FGF signaling by the apical ectodermal ridge (AER), which regulates the survival and proliferative expansion of LMPs in concert with gremlin 1 (GREM1)-mediated BMP antagonism and WNT signaling (ten Berge et al., 2008; Zhu et al., 2008; Benazet et al., 2009). In contrast, much less is known about the cellular heterogeneity of the mesenchyme and potential differences in the mesenchymal response to morphogen signaling.

LMPs arise by a local epithelial-to-mesenchymal transition (EMT) of the coelomic epithelium within the presumptive limb field, which is regulated by the TBX5 transcriptional regulator and FGF10 signaling (Gros and Tabin, 2014). Experimental analysis and model simulations show that distal progression of limb bud outgrowth is driven by oriented, rather than random, cell behaviors and division (Boehm et al., 2010; Gros et al., 2010). Lineage tracing identified a dorso-ventral compartment boundary that overlaps with the dorso-ventrally restricted expression of specific genes in mouse limb buds (Arques et al., 2007). Furthermore, genetic mapping of the descendants of *Shh*-expressing cells showed that they give rise to the two posterior-most and part of the central digit (Harfe et al., 2004). The *Shh*-expressing mesenchymal cells were isolated from mouse limb buds by means of an EGFP marker in combination with fluorescence-activated cell sorting (FACS). Their analysis identified the cistrome and gene expression signature of the SHH-signaling cells in the posterior limb bud mesenchyme (Rock et al., 2007; VanderMeer et al., 2014). As limb bud outgrowth progresses, the distal and sub-ectodermal mesenchyme is kept in a proliferative and undifferentiated state by AER-FGF and ectodermal WNT signaling (Pearse et al., 2007; ten Berge et al., 2008; Karamboulas et al., 2010). In contrast, the core mesenchyme expresses the SOX9 transcriptional regulator, which marks the osteo-chondrogenic progenitors (OCPs) from early stages onwards (Akiyama et al., 2005). In particular, SOX9 controls the mesenchyme to chondrocyte transition and initiation of chondrogenic differentiation (Wright et al., 1995; Barna and Niswander, 2007). FACS analysis of *Sox9*-EGFP-positive and -negative cells from mouse handplates (E11.5) showed that digit progenitors express SOX9 in a periodic pattern (Raspopovic et al., 2014).

Here, we first investigated the cell cycle kinetics, which showed that the percentage of mesenchymal cells in S phase decreases in parallel to the increase in cell numbers during progression of forelimb bud outgrowth. By combining flow cytometry with RNA sequencing (RNA-seq) analysis, we were able to identify and analyze distinct cell mesenchymal cell populations in early mouse forelimb buds. This analysis identified distinct immature LMPs located in the posterior-distal and peripheral mesenchyme and osteo-chondrogenic progenitors (OCPs) in the core mesenchyme. One of the three LMP populations encompasses myoblasts, while the other two represent distinct LMP populations with chondrogenic differentiation potential in culture. Comparative functional analysis showed that the transcriptional response to morphogenetic signaling differs significantly among the two chondrogenic LMP populations and OCPs. Genetic analysis of early forelimb buds revealed that the survival of the most immature LMPs located in the posterior-distal mesenchyme depends crucially on GREM1-mediated BMP antagonism.

## RESULTS

### Quantitation of limb bud mesenchymal cell number and cell cycle kinetics during forelimb bud outgrowth

Mouse forelimb bud mesenchymal cell numbers were determined by *Prx1-*Cre-mediated activation of an EGFP transgene in the endogenous β-actin locus. This results in EGFP expression by the vast majority of all limb bud mesenchymal cells (Fig. 1A; Logan et al., 2002; Jägle et al., 2007). Single cells were prepared from dissected forelimb buds (inset, Fig. 1B), which resulted in 8-15% cell death at all stages (red arrowhead, Fig. 1B). Forelimb buds were accurately staged by counting somite numbers, and mesenchymal cell numbers were determined by counting the EGFP-positive cells in defined sub-fraction volumes using flow cytometry (for details, see Materials and Methods, Fig. 1C, Table 1). Mesenchymal cell numbers increased from ∼1×10^4^ (22 somites at E9.25) to ∼7.7×10^5^ cells (54 somites at E12.0, Fig. 1C and Table 1). Cell numbers during the onset of forelimb bud development (18 somites at E9.0) were determined by counting DAPI-stained mesenchymal cell nuclei on serial sections using stacks of confocal images. This analysis established that forelimb buds at E9.0 contain ∼4512±974 mesenchymal cells (mean±s.d.; *n*=4).

**Fig. 1.**
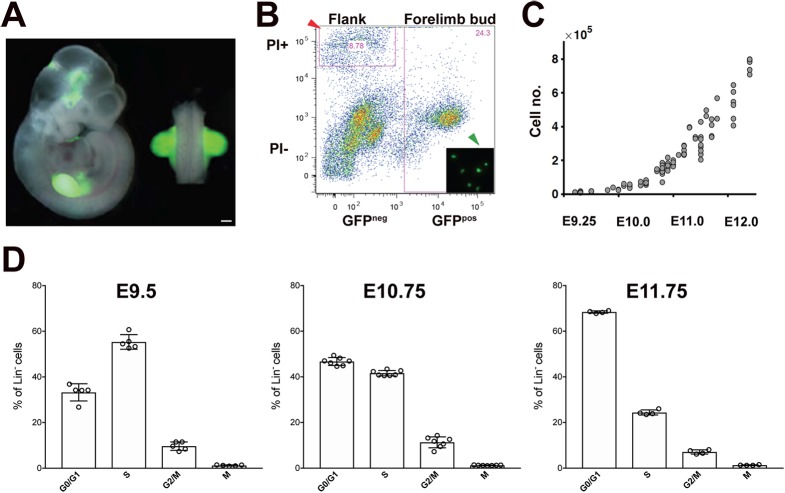
**Forelimb bud mesenchymal cell numbers and cell cycle analysis.** (A) *Prx1-*Cre was used to activate EGFP under control of the β-actin locus (βactGFP) in the forelimb bud mesenchyme. A representative embryo at E10.75 (37 somites) is shown. Scale bar: 250 μm. (B) Representative FACS analysis of *Prx1-*Cre/βactGFP forelimb buds. Necrotic and apoptotic cells are electronically gated in the upper part (red arrowhead), while the EGFP-positive cells are gated in the right half. Fluorescence microscopy confirmed that single EGFP-positive cells were analyzed (green arrowhead). Results shown are representative of *n*≥3 samples. (C) Experimentally determined forelimb bud mesenchymal cell numbers from accurately somite staged embryos between E9.5 and E12.0. Individual data points are shown. See also Table 1. (D) Analysis of the cell cycle and mitotic cells in lineage-negative (Lin^−^) mesenchymal cells from mouse forelimb buds at E9.5 (24-28 somites, *n*=5), E10.75 (35-39 somites, *n*=7) and E11.75 (49-52 somites, *n*=4). Data are mean±s.d.

**Table 1.**
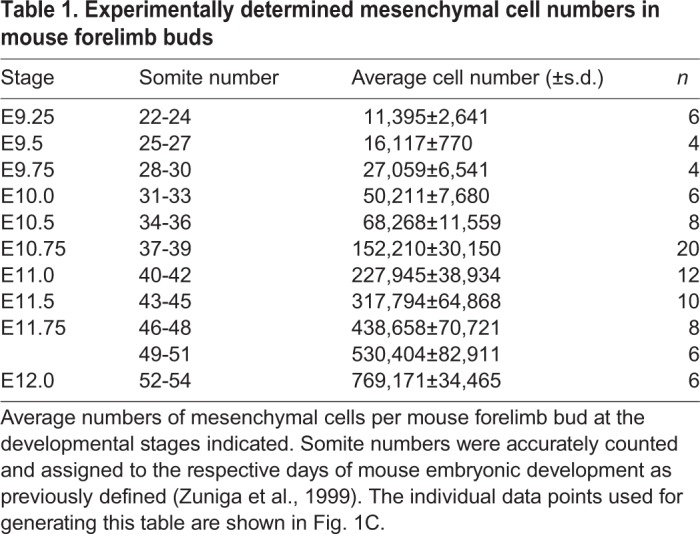
**Experimentally determined mesenchymal cell numbers in mouse forelimb buds**

The cell cycle kinetics at the three stages of forelimb bud outgrowth were analyzed using flow cytometric determination of cellular DNA contents and mitotic cells by measuring propidium iodide uptake and detecting phospho-histone H3-positive cells, respectively (Fig. 1D). This analysis revealed that the fraction of mesenchymal cells in S phase was highest at E9.5, whereas the fraction of mesenchymal cells in the G0/G1-phase of the cell cycle was highest at E11.75. In contrast, the fraction of mitotic cells was similar at all stages (mean at E9.5, 1.2%; E10.75, 1.22%; E11.75, 1.31%, Fig. 1D). This decrease in the fraction of cells in S phase was independently confirmed by directly assessing DNA synthesis by BrdU incorporation, which was highest in the mesenchyme of early limb buds (Fig. S1). Taken together, this analysis showed that mitotic rates are similar at all stages, but in early forelimb buds more than half of all mesenchymal cells are in S phase (E9.75), while at late stages most are in the G0/G1 phase of the cell cycle (∼68%, E11.75, Fig. 1D).

### FACS identifies distinct mesenchymal progenitor populations in early mouse forelimb buds (E10.5-E10.75)

Previous analysis of limb bud mesenchymal cells had established that the vast majority express platelet-derived growth factor receptor α (PDGFRα; Takakura et al., 1997), which, in combination with SCA-1, allowed FACS-mediated isolation of mesenchymal stromal cells (MSCs) during limb long bone development (Morikawa et al., 2009; Craft et al., 2013; Nusspaumer et al., 2017). To gain insight into the potentially cellular heterogeneity during the early phase of forelimb bud outgrowth, we used mouse embryos at E10.5-E10.75 (35-38 somites, Figs 2–7). These are the earliest forelimb bud stages that permitted isolation of sufficient mesenchymal cells for functional analysis. We used several cell surface markers suited for FACS analysis (Fig. 2) in combination with a *Sox9*-EGFP allele (*Sox9^IRES-EGFP^*; Chan et al., 2011), as SOX9 is expressed by the OCPs located in the core limb bud mesenchyme already at early stages (Fig. 2A-C). Immunofluorescence analysis also detected high levels of PDGFRα in the core mesenchyme, whereas levels were lower in the peripheral mesenchyme (Fig. 2B). In contrast, the SCA-1 transcript distribution in early forelimb buds has previously been shown to be rather diffuse with higher levels in the peripheral mesenchyme (Nusspaumer et al., 2017). Our analysis of different cell surface markers suited for FACS isolation also identified the transmembrane NOTCH ligand JAG1 due to its localized expression in the posterior-distal forelimb bud mesenchyme (E10.5-E10.75, Fig. 2A,C; Fig. S2; Panman et al., 2006). Based on these results, we decided to use these markers for FACS-mediated isolation of distinct forelimb bud mesenchymal cell populations (E10.5-E10.75, Fig. 3A). Initially apoptotic, ectodermal and various non-mesenchymal cell types were excluded from further analysis using the appropriate cell surface markers (exclusion of lineage-positive cells, for details see Materials and Methods). The vast majority of these lineage-negative (Lin^−^) cells were PDGFRα-positive (Pα^+^) mesenchymal cells, which were separated further into SOX9-positive (S9^+^) and -negative (S9^−^) cells by their *Sox9*-EGFP expression (second panel in Fig. 3A). The core mesenchymal cells expressing SOX9 and high levels of PDGFRα (S9^+^Pα^hi^, Fig. 2A-C) corresponded to ∼38±8% of all Lin^−^ mesenchymal cells (Fig. 3B). This population consisted predominantly of OCPs, as it expressed only low levels of *Col2a1*, a molecular indicator of chondroblast differentiation (Fig. 3C; Akiyama et al., 2005). The SOX9-negative Pα^+^cells (S9^−^Pα^+^ cells) were sorted further with respect to their expression of the SCA-1 and JAG1 antigens, leading to isolation of three additional populations (third panel in Fig. 3A). FACS analysis established these as distinct populations because there was no overlap between the SCA-1 (S9^−^SCA-1^+^) and JAG1 (S9^−^JAG1^+^) populations. The third population of SOX9-negative cells expressed neither SCA-1 nor JAG1, but high levels of PDGFRα (S9^−^Pα^hi^, right panel in Fig. 3A). This S9^−^Pα^hi^ population included ∼25±6% of all Lin^−^ mesenchymal cells, while the S9^−^SCA-1^+^ (∼6±2%) and S9^−^JAG1^+^ (∼9±21%) populations were much less abundant.

**Fig. 2.**
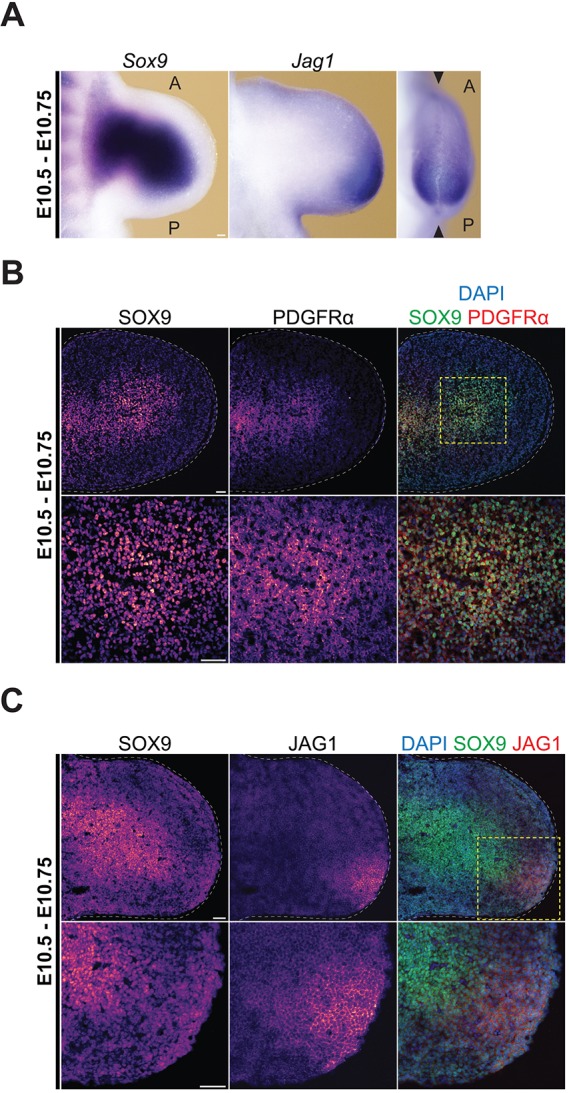
**Key markers used to identify mesenchymal cell populations in mouse forelimb buds.** (A) Whole-mount RNA *in situ* hybridization shows the spatial distribution of the *Sox9* transcription factor and the Notch ligand jagged 1 (*Jag1*) in forelimb buds at E10.5-E10.75 (35-38 somites). (B,C) Immunohistochemistry using forelimb buds at E10.5-10.75 detects the platelet-derived growth factor receptor α (PDGFRα), SOX9 and JAG1 proteins in sagittal sections through the limb bud apex (the approximate plane of section is indicated by arrowheads in the right-most panel in A). The right panels show the colocalization of PDGFRα and SOX9 in the core mesenchyme (B), while JAG1-positive cells are located in the posterior-distal SOX9-negative mesenchyme (C). Images are pseudo-colored in accordance with fluorescence intensity (purple, low; yellow, high). White dashed lines outline limb buds. Yellow dashed lines indicate the regions shown in more detail below. A, anterior; P, posterior. Scale bars: 50 µm.

**Fig. 3.**
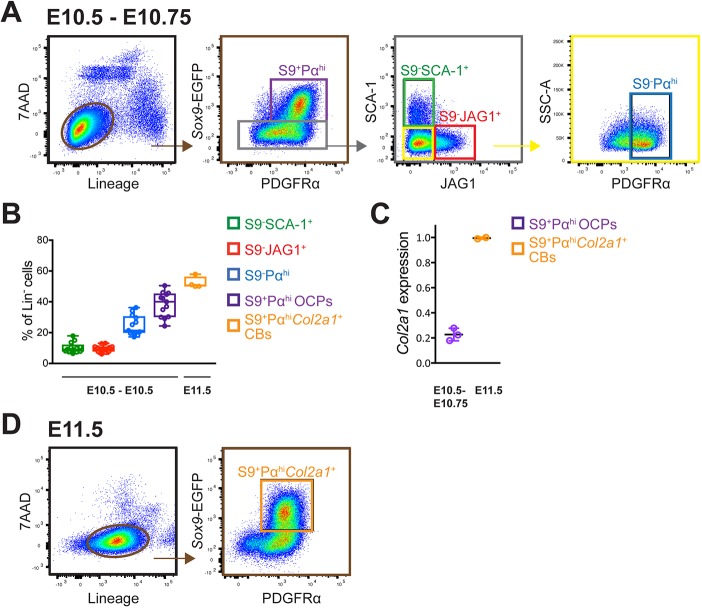
**Isolation of distinct mesenchymal cell populations from forelimb buds at E10.5-E10.75 and E11.5.** (A) FACS strategy to isolate the different cell populations from lineage-negative (Lin^−^) mesenchymal cells of mouse forelimb buds (35-38 somites, E10.5-E10.75, first panel). S9^+^Pα^hi^ (violet): *Sox9*-EGFP-positive cells corresponding predominantly to osteo-chondrogenic progenitors (OCPs) express high levels of PDGFRα. In addition, three mesenchymal populations of *Sox9*-EGFP-negative cells were isolated: S9^−^SCA-1^+^ (green), S9^−^JAG1^+^ (red) and S9^−^Pα^hi^ (blue) cells. (B) Box and whisker plot showing the abundance (%) of the different cell populations within the Lin^−^ mesenchymal cells. The midline represents the median, the upper and lower limits of the box indicate the first and third quartiles, and the whiskers indicate the lowest and highest values, respectively. (C) Relative *Col2a1* expression levels in S9^+^Pα^hi^ OCPs (E10.5-E10.75) and S9^+^Pα^hi^*Col2a1*^+^ chondroblasts (CBs, E11.5). (D) CB were isolated from Lin^−^ forelimb bud mesenchymal cells at E11.5 as S9^+^Pα^hi^ cells that express *Col2a1*: S9^+^Pα^hi^*Col2a1*^+^ CBs (orange, see C for *Col2a1* expression). Representative FACS experiments are shown and the same gates were used for all analyses.

### Molecular signatures identify S9^−^Pα^hi^ and S9^−^JAG1^+^ LMPs as early progenitors with robust chondrogenic differentiation potential in culture

To gain insight into the transcriptional signatures of the three mesenchymal cell populations and OCPs isolated from mouse forelimb buds at E10.5-E10.75 (Fig. 3A), FACS was combined with RNA-seq analysis (Figs 4 and 5). 

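The RNA-seq data comprised 14 libraries of cells sorted by FACS from mouse forelimb buds: 3 of S9-JAG1+ LMPs, 3 of S9-Pα hi LMPs, 3 of S9+Pα hi OCPs, 3 of S9+Pα hi*Col2a1*+ chondroblasts and 2 of S9-SCA-1+ cells. S9+ and S9- stand for cells with and without the EGFP that reports *Sox9* expression, and Pα hi for cells with high surface levels of PDGFRα. The S9-SCA-1+ libraries carry the replicate numbers 2 and 3, and the other populations the numbers 1 to 3. Each library was prepared from the pooled cells of 30 to 80 forelimb buds at E10.5-E10.75, which the sample labels give as E10.5. Chondroblasts were sorted from 12 to 30 forelimb buds at E11.5, so that any comparison with them is also a comparison of stages. According to the paper's methods, poly(A)+ RNA was sequenced as single-end reads, the reads were aligned to the mouse genome mm10 with STAR, and those that start in an exon of a RefSeq gene were counted with the qCount function of QuasR. The authors deposited these counts per gene without normalization. Whether strand was used in counting is not stated in the paper's text, so reads from an overlapping antisense gene could have been counted. Between 20316583 and 29162751 reads per library were counted on genes, with a median of 25554498. The totals of the 2 S9-SCA-1+ libraries were 29162751 and 28601515. Those of the S9-JAG1+ libraries lay between 24421275 and 25823925 (median 24455108), of S9-Pα hi LMPs between 20644076 and 26907359 (median 24977479), of OCPs between 20316583 and 27404749 (median 25285070) and of chondroblasts between 24283536 and 28043776 (median 27545133). Levels are given in CPM, the unit of edgeR's cpm function. On library totals before scaling, 1 CPM stands for 20.3 to 29.2 reads. A gene without reads could still be present at up to 3 counts. On the scaled library sizes described below this is 0.101 to 0.149 CPM, depending on the library. Such limits cover counting error only. In all pairs of replicates the counts differed by more than sampling noise, with a chi-square per degree of freedom between 8.17 and 81.2. The 24454 genes of the table are listed by Entrez identifier. From these, 15125 genes with enough counts in at least 1 population were kept with edgeR's filterByExpr. Library sizes were scaled by the TMM method, with factors between 0.957 and 1.06, and values are given as CPM on these scaled sizes. One model with a mean for each of the 5 populations was fitted to all 14 libraries, so that they share their estimate of the spread between replicates, a biological coefficient of variation of 13.4%. A gene was called differentially expressed at the paper's thresholds, P of at most 0.1 and an absolute log2 fold change of at least 1.2, with P taken as the adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's text names edgeR, but neither the test nor whether P was adjusted. On simulated counts for 14779 genes with 200 genes changed in 1 population, the same procedure recovered 197 of them and made 3 false calls. These changes lay well past the fold change limit, as many up as down, in genes that were not scarce. Recovery of genes near the limit or at low counts was not tested. Gene positions are those of RefSeq on the mouse genome GRCm38 (mm10).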

Chondroblasts expressing high levels of *Col2a1* were isolated from forelimb buds at E11.5 (45-47 somites) as S9^+^Pα^hi^*Col2a1*^+^ cells (Fig. 3B-D) and included in the analysis to discriminate OCPs from chondroblasts. Principal components analysis (PCA) of the RNA-seq data showed that the biological replicates cluster well, pointing to minimal intra-group variability. This analysis revealed that the S9^−^SCA-1^+^ mesenchymal cell population exhibit the highest variance along the *y*-axis, indicating that these cells might be rather different from the other populations (Fig. 4A). 

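The PCA was computed on the log2 CPM values (prior count 2) of the 3781 genes that make up the 25% most variable of those tested, centred but not scaled. Components 1, 2 and 3 carried 42.3%, 25.0% and 13.4% of the variance. The alternative that moved these shares most was leaving out replicate 3 of the S9-SCA-1+ cells, after which component 2 carried 16.6%. Over the same genes, the Euclidean distance between 2 libraries of one population was 46.8 log2 units on average, and between libraries of different populations 107 log2 units, a ratio of 2.29. No relabelling of the libraries among 100000 reached this ratio (one-sided permutation test, p = 1e-05, the smallest p these relabellings can give). With the 500 most variable genes the ratio was 3.00, and with genes scaled to unit variance 1.95. The largest distance within a population, 62.3 between 2 OCP libraries, lay below the smallest distance between populations. Within populations the mean distance ranged from 42.2 for chondroblasts to 52.3 for OCPs. From the clustering of replicates the paper reasons that the variability within groups was minimal.

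**Figure D1:**
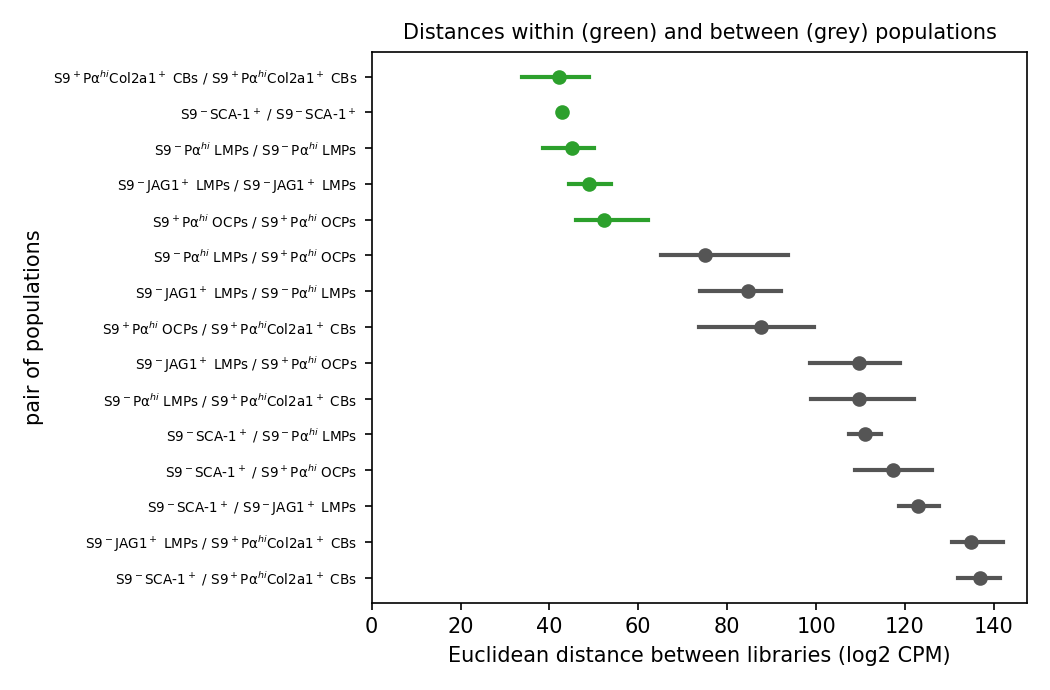
Euclidean distance between libraries over the 3781 genes of the PCA, in log2 CPM, for each pair of populations (vertical axis). Points are means over the library pairs and lines run from the smallest to the largest distance. Green marks pairs of libraries within a population and grey pairs between populations. The green lines end at 62.3, and the grey lines start at 65.2.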

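On component 2, the *y*-axis of Fig. 4A, the S9-SCA-1+ libraries had a mean score of 81.6 ± 4.53 (SD, n = 2). The means were -31.4 ± 1.33 for S9-JAG1+ LMPs, -14.6 ± 1.09 for S9-Pα hi LMPs, -5.59 ± 0.935 for OCPs and -2.78 ± 2.13 for chondroblasts (SD, n = 3 each). The mean of the S9-SCA-1+ cells carried 78.0% of the variance of this component, but 6.60% of that of component 1. On component 1 the means rose from -55.7 ± 1.92 for S9-JAG1+ LMPs to -30.9 ± 1.32 for S9-SCA-1+ cells, -17.2 ± 9.51 for S9-Pα hi LMPs, 23.7 ± 11.7 for OCPs and 69.7 ± 4.43 for chondroblasts. The paper proposes from the variance along the *y*-axis that S9-SCA-1+ cells differ from the other populations.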

As expected, OCPs (S9^+^Pα^hi^ population) were rather similar to chondroblasts (S9^+^Pα^hi^*Col2a1*^+^ population), whereas S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs differed from both OCPs and chondroblasts, but to a lesser extent than S9^−^SCA-1^+^ cells (Fig. 4A).

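The mean distance between OCP and chondroblast libraries was 87.5 log2 units over the genes of the PCA, with single pairs between 73.7 and 99.6. OCP libraries lay at a mean distance of 75.04 from S9-Pα hi libraries (65.2 to 93.7), so these ranges overlap. S9-JAG1+ libraries lay at 84.6 from S9-Pα hi libraries, at 109.7 from OCPs and at 135 from chondroblasts, and S9-Pα hi libraries at 109.7 from chondroblasts. For S9-SCA-1+ libraries the mean distances were 111 to S9-Pα hi LMPs, 117 to OCPs, 123 to S9-JAG1+ LMPs and 137 to chondroblasts. For some of these pairs, called genes were also counted with edgeR's quasi-likelihood test. Between chondroblasts and OCPs 1175 genes were called, 999 of them higher in chondroblasts. Between OCPs and S9-Pα hi LMPs 732 genes were called, 526 higher in OCPs. There were 1890 called genes between OCPs and S9-JAG1+ LMPs, 1366 of them higher in OCPs, and 1059 between S9-Pα hi and S9-JAG1+ LMPs, 669 of them higher in S9-Pα hi LMPs.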

**Fig. 4.**
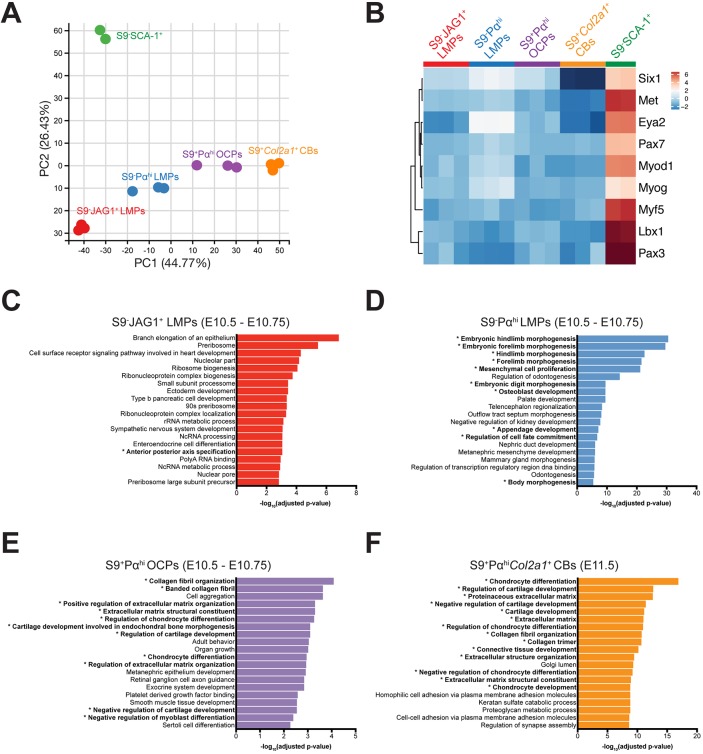
**Comparative transcriptome analysis identifies two early LMP populations.** (A) Principal components analysis (PCA) of RNA-seq metadata from the five different forelimb bud mesenchymal cell populations identified. Three biological replicates were sequenced for all populations, with the exception of S9^−^SCA-1^+^ cells, which yielded only two samples of sufficient sequencing quality. (B) Heatmap showing the relative expression levels of key genes involved in myoblast migration and differentiation. Analysis shows that the S9^−^SCA-1^+^ progenitors express the highest levels of myoblast-specific markers in comparison with the other populations (Tables S1 and S2). Higher than average expression, orange-red; lower than average, blue; average, white. (C-F) Global gene ontology (GO) enrichment analysis of the genes whose expression is higher in the cell population of interest than all other populations (Tables S2-S6). (C) S9^−^JAG1^+^ LMPs, (D) S9^−^Pα^hi^ LMPs, (E) S9^+^Pα^hi^ OCPs (all E10.5-E10.75) and (F) S9^+^Pα^hi^*Col2a1*^+^ chondroblasts (E11.5). The *x*-axis shows the -log_10_ of the false discovery rate (FDR). Asterisks indicate chondrogenesis- and limb-related GO terms.

**Fig. 5.**
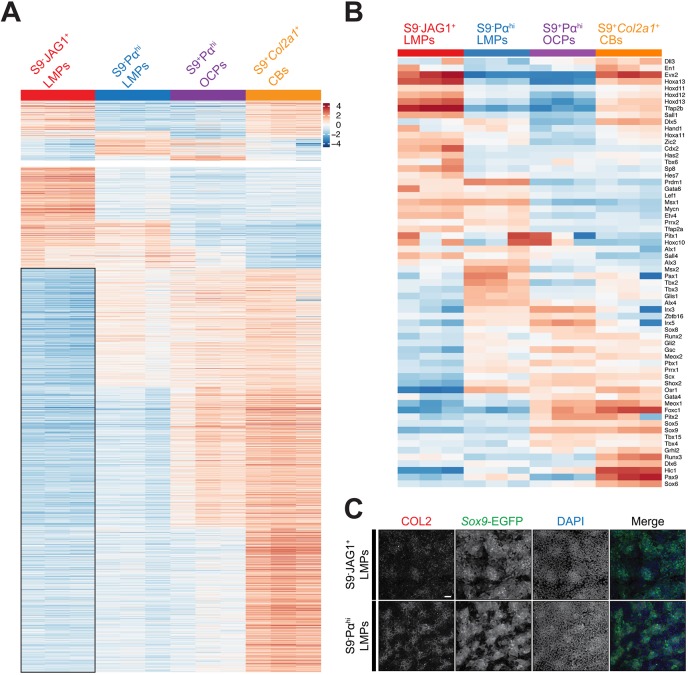
**S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs are early mesenchymal progenitors with distinct molecular signatures and robust chondrogenic differentiation potential.** (A) Comparative analysis of the transcriptomes based on pseudo-temporal ordering from S9^−^JAG1^+^ to S9^−^Pα^hi^ LMPs to S9^+^Pα^hi^ OCPs (E10.5-E10.75) and to S9^+^Pα^hi^*Col2a1*^+^ CBs (E11.5, Table S7). (B) Manually curated list of differentially expressed transcriptional regulators required for limb bud and/or limb skeletal development (Table S10) using the ‘Mammalian Phenotype Ontology Annotations’ related to limb development from Mouse Genome Informatics (www.informatics.jax.org/). Higher than average expression, orange-red; lower than average, blue; average, white. (C) Culturing FACS-isolated S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs for 24 h results in activation of *Sox9*-EGFP expression in cells that undergo aggregation to form the typical chondrogenic condensations. Scale bar: 50 µm.

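Each population was compared with the mean of the other 4 populations over the 15125 tested genes. In S9-SCA-1+ cells 1703 genes were called, 674 of them higher and 1029 lower. In S9-JAG1+ LMPs there were 1599 (435 higher, 1164 lower), in S9-Pα hi LMPs 581 (232 higher, 349 lower), in S9+Pα hi OCPs 758 (510 higher, 248 lower) and in S9+Pα hi*Col2a1*+ chondroblasts 1921 (1663 higher, 258 lower). The alternative that raised these counts most was dropping the limit on the fold change, which gave 7015 (3561 higher), 7546 (3653 higher), 2363 (1214 higher), 4317 (2510 higher) and 9838 genes (5397 higher) in the same order. The balance of directions therefore depends on this limit: in S9-SCA-1+ cells and S9-Pα hi LMPs most called genes were lower with it and higher without it. With each library left out in turn, the counts ranged from 1660 to 1739 for S9-SCA-1+ cells, 1451 to 1652 for S9-JAG1+ LMPs, 483 to 656 for S9-Pα hi LMPs, 670 to 903 for OCPs and 1694 to 2069 for chondroblasts. For S9-SCA-1+ cells this range excludes the fits that left them with 1 library.

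**Figure D2:**
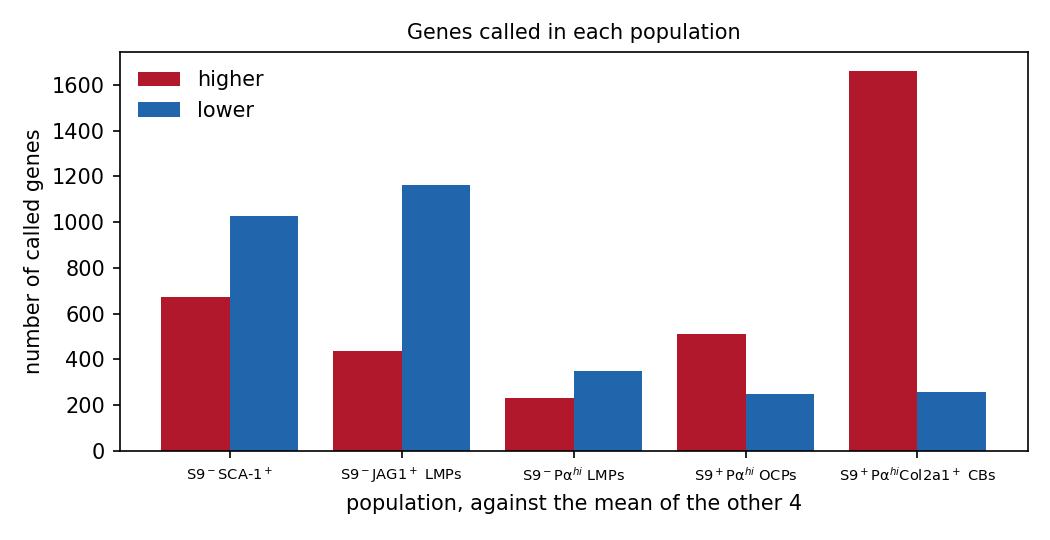
Number of genes called higher (red) and lower (blue) in each population against the mean of the other 4, at an adjusted p of at most 0.1 and an absolute log2 fold change of at least 1.2. The highest bar is that of the 1663 genes higher in chondroblasts, and the lowest that of the 232 genes higher in S9-Pα hi LMPs.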

Next, the RNA-seq datasets were subjected to Gene Ontology (GO) analysis to identify the genes and pathways whose expression differed significantly in one population versus all others. GO analysis of the S9^−^SCA-1^+^ population revealed that genes and pathways functioning in cell growth/proliferation and metabolic processes were expressed at higher than average levels, while the expression of genes functioning during limb bud development and chondrogenesis were expressed at lower than average levels (Fig. S3A,B). In addition to S9^−^SCA-1^+^ cells being actively proliferating progenitors, the GO analysis revealed that they expressed genes functioning in migration and differentiation of myoblasts (Fig. 4B; Chal and Pourquie, 2017). These included the c-MET receptor tyrosine kinase (*Met*), myogenin (*Myog*), myogenic differentiation factor 1 (*Myod1*), myogenic factor 5 (*Myf5*), and the *Pax3* and *Pax7* transcriptional regulators (Fig. 4B). Furthermore, culturing S9^−^SCA-1^+^ cells under conditions that favor chondrogenesis resulted in their elimination by cell death rather than induction of chondrogenic differentiation (data not shown). 

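The gene sets of the paper's GO analysis were not used here. In their place, lists were written by hand before the counts were examined. They held 106 genes of ribosome biogenesis for growth and metabolism, and 56 cell cycle genes for proliferation. Further lists held 75 genes of cartilage and its extracellular matrix, of which 72 were tested, and 86 genes of limb bud morphogenesis. The limb list holds genes that the paper names as high in S9-Pα hi LMPs, such as *Pax1*, *Alx4*, *Tbx2* and *Msx1*. The cartilage list holds *Acan*, *Col2a1*, *Chrdl1* and *Nog*, which it names as higher in chondroblasts. Tests of these lists in those populations are therefore not fully independent evidence. Each list was tested for a shift of its genes against all other genes, as in the paper, with limma camera at its preset inter-gene correlation of 0.01, and called at an adjusted p under 0.05 over 25 pairs of list and comparison. In S9-SCA-1+ cells (n = 2) against the mean of the other 4 populations, the ribosome biogenesis genes were higher by a mean log2 fold change of 0.53, with 105 of 106 genes higher (adjusted p = 2.37e-24, limma camera with Benjamini-Hochberg adjustment). By themselves 99 of them had an adjusted p of at most 0.1 in edgeR's quasi-likelihood test, all at fold changes under the limit for a call. Cell cycle genes were higher by a mean of 0.12, with 39 of 56 higher (adjusted p = 0.0201, limma camera with Benjamini-Hochberg adjustment). The cartilage genes were lower by a mean log2 fold change of -1.41, with 60 of 72 lower (adjusted p = 3.74e-11, limma camera with Benjamini-Hochberg adjustment). Of these, 30 were called lower and 3 higher, both over all genes and adjusted over the list alone. The limb morphogenesis genes were lower by a mean of -1.58, with 70 of 86 lower (adjusted p = 1.00e-18, limma camera with Benjamini-Hochberg adjustment). Here 52 were called lower and 2 higher over all genes, and as many adjusted over the list alone. Of the 25 pairs, 19 were called, and 18 of these were also called with fry, which takes the correlation between genes from the libraries. Fry asks whether the genes of a list change, not whether they shift against all other genes, so it answers another question. With the correlation estimated within camera, 3 were called: the myoblast genes of Fig. 4B and the limb morphogenesis genes in S9-SCA-1+ cells, and the limb morphogenesis genes in S9-Pα hi LMPs. The alternative that moved the tests of the S9-SCA-1+ cells most was this estimated correlation, which gave 0.121 for ribosome biogenesis, 0.541 for the cell cycle and 0.126 for cartilage as adjusted p of limma camera with Benjamini-Hochberg adjustment. With fry the cell cycle genes had an adjusted p of 0.0515 from limma fry with Benjamini-Hochberg adjustment.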

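Fig. 4B shows 9 genes of myoblast migration and differentiation. All 9 were called higher in S9-SCA-1+ cells than in the mean of the other 4 populations, over all genes as well as adjusted over the list alone, and the list was shifted up as a whole (adjusted p = 8.52e-14, limma camera with Benjamini-Hochberg adjustment). As the study chose these genes on the same libraries, this is not independent evidence. Measured against the population with the next highest level, the S9-SCA-1+ cells had 5.66 times the CPM of *Myog*, 8.85 times that of *Eya2* (Entrez 14049), 31.2 times that of *Pax7*, 33.6 times that of *Myod1* and 83.7 times that of *Met*. For *Myf5*, *Lbx1* and *Pax3* the ratios were 258, 399 and 603. The 5 genes with the largest log2 fold change in S9-SCA-1+ cells, among those with an adjusted p of at most 0.1, at least 1 log2 CPM on average and a higher value in both libraries than in any other library, were *Pax3*, *Lbx1*, *Adamts16*, *Myf5* and *Mybpc1*. This rule was met by 1350 genes. *Lbx1* (16814; chromosome 19, 45232684 to 45236841) had 247.9 ± 21.0 CPM in S9-SCA-1+ cells and at most 0.621 ± 0.0491 CPM elsewhere, a log2 fold change of 9.50 (standard error 0.10, adjusted p = 1.01e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Adamts16* (271127; chromosome 13, 70727798 to 70841845) had 106.6 ± 5.68 CPM against at most 0.323 ± 0.0840, and *Mybpc1* (109272; chromosome 10, 88518279 to 88605229), 5.57% of whose exon bases overlap an antisense gene, had 110.5 ± 0.392 CPM against at most 0.760 ± 0.322.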

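In the S9-SCA-1+ libraries (mean ± SD, n = 2) *Met* (Entrez 17295; chromosome 6, 17463349 to 17573980) had 689.3 ± 42.0 CPM, and in the other populations (n = 3 each) between 1.62 ± 0.243 and 8.24 ± 0.926 CPM. Against their mean the log2 fold change was 7.29 (standard error 0.09, adjusted p = 2.04e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Myf5* (17877; chromosome 10, 107482908 to 107486927) had 68.4 ± 9.70 CPM against 0.0833 ± 0.0689 to 0.266 ± 0.146 CPM, a log2 fold change of 8.64 (standard error 0.20, adjusted p = 6.03e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pax3* (18505; chromosome 1, 78101267 to 78197136) had 463.1 ± 49.3 CPM against 0.177 ± 0.0229 to 0.768 ± 0.226 CPM, a log2 fold change of 9.84 (standard error 0.23, with the same adjusted p). The remaining genes were less abundant. *Myod1* (17927; chromosome 7, 46376474 to 46379092) had 22.7 ± 0.962 CPM, *Pax7* (18509; chromosome 4, 139737059 to 139833530) had 6.63 ± 0.115 CPM and *Myog* (17928; chromosome 1, 134290004 to 134292548) had 4.08 ± 0.825 CPM. They were highest outside the S9-SCA-1+ cells in chondroblasts, with 0.675 ± 0.0740, 0.213 ± 0.0879 and 0.721 ± 0.205 CPM. At least 1 other population had no library above 3 counts for each of them, so their fitted fold changes depend on the prior count and are left out.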

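*Sox9*, which marks the chondrogenic lineage (Entrez 20682; chromosome 11, 112782210 to 112787757), was lowest in S9-SCA-1+ cells, with 11.0 ± 5.12 CPM (mean ± SD, n = 2). *Col2a1*, the collagen gene of cartilage (12824; chromosome 15, 97975602 to 98004724), had 163.5 ± 5.88 CPM there. This level was above those of S9-JAG1+ and S9-Pα hi LMPs and below those of OCPs and chondroblasts. The log2 fold change of *Col2a1* against the mean of the other 4 populations was -0.58 (standard error 0.22, adjusted p = 0.0552, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the limit for a call. *Ly6a* (110454; chromosome 15, 74994877 to 74998031), which encodes SCA-1, was detected at 3.23 ± 0.184 CPM in these cells and at no more than 0.247 ± 0.183 CPM in any other population.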

Our gene expression data suggest that the S9^−^SCA-1^+^ cell population isolated from early forelimb buds (E10.5-E10.75) encompasses myogenic rather than chondrogenic progenitors.

S9^−^JAG1^+^ LMPs displayed much less variance along the *y*-axis and appeared more closely related to the other three populations than S9^−^SCA-1^+^ cells (Fig. 4A). 

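Single pairs of libraries between S9-JAG1+ LMPs and the other 3 populations were 73.9 to 92.0 log2 units apart for S9-Pα hi LMPs, 98.5 to 119 for OCPs and 131 to 142 for chondroblasts. Pairs with an S9-SCA-1+ library were 107 to 115 apart for S9-Pα hi LMPs, 109 to 126 for OCPs and 132 to 141 for chondroblasts. The 2 sets of distances are therefore separate for S9-Pα hi LMPs, and overlap for OCPs and for chondroblasts.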

GO analysis showed that genes functioning in pathways relevant to cell growth/proliferation, metabolism and diverse developmental processes were also expressed at higher than average levels (Fig. 4C). In addition, genes belonging to pathways functioning in limb bud, chondrogenic and skeletal development were expressed at low levels by S9^−^JAG1^+^ LMPs (Fig. S3C). 

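In S9-JAG1+ LMPs against the mean of the other 4 populations, all 106 ribosome biogenesis genes were higher, by a mean log2 fold change of 0.45 (adjusted p = 6.78e-24, limma camera with Benjamini-Hochberg adjustment). Of the cell cycle genes, 54 of 56 were higher, by a mean of 0.30 (adjusted p = 3.12e-10, limma camera with Benjamini-Hochberg adjustment). Single genes stayed under the fold change limit, although 99 ribosome biogenesis and 44 cell cycle genes had an adjusted p of at most 0.1 in edgeR's quasi-likelihood test. With the correlation estimated from the libraries, neither list was called, at adjusted p of 0.121 and 0.146 from limma camera with Benjamini-Hochberg adjustment. The largest log2 fold changes in this population, among the 899 genes meeting the rule given for the S9-SCA-1+ cells, were those of *Tfap2b*, *Shh*, *T*, *Hottip* and *Evx1*. *Tfap2b* (Entrez 21419; chromosome 1, 19208908 to 19238845) had 181.1 ± 50.5 CPM (mean ± SD, n = 3), a log2 fold change of 6.29 (standard error 0.15, adjusted p = 4.39e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its next highest level was 22.3 ± 1.86 CPM in chondroblasts. *Evx1* (14028; chromosome 6, 52313498 to 52318389) had 75.1 ± 13.3 CPM against at most 3.09 ± 0.988, a log2 fold change of 5.51 (standard error 0.19, adjusted p = 6.57e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hottip* (791364; chromosome 6, 52262775 to 52267603), which shares 25.3% of its exon bases with other RNAs on its strand, had 25.7 ± 7.84 CPM, against 9.89 ± 2.70 in chondroblasts.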

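The cartilage genes were lower in S9-JAG1+ LMPs by a mean log2 fold change of -1.19, with 62 of 72 lower (adjusted p = 4.12e-09, limma camera with Benjamini-Hochberg adjustment). Over all genes, 24 were called lower and 1 higher, and as many adjusted over the list alone. The limb morphogenesis genes were divided evenly, 43 higher and 43 lower, with a mean log2 fold change of 0.12 (adjusted p = 0.228, limma camera with Benjamini-Hochberg adjustment). Among them 19 were called higher and 19 lower over all genes and adjusted over the list alone. With fry, this list was called as higher (adjusted p = 0.000324, limma fry with Benjamini-Hochberg adjustment). Fry does not compare a list with other genes, so this does not show a shift against them.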

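In S9-JAG1+ LMPs *Sox9* was expressed at 34.8 ± 2.46 CPM and *Col2a1* at 25.9 ± 4.36 CPM (mean ± SD, n = 3), the lowest *Col2a1* level of the 5 populations. *Jag1* (Entrez 16449; chromosome 2, 137081451 to 137116520), which encodes the surface protein used for sorting, had 296.2 ± 67.9 CPM against 11.8 ± 1.36 CPM in S9-Pα hi LMPs. Between these LMPs its log2 fold change was 4.65 (standard error 0.18, adjusted p = 1.95e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).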

Overall the GO analysis indicated that these cells either belong to a non-chondrogenic lineage or have not yet been determined, which would point to the immature state of S9^−^JAG1^+^ LMPs (see below). In contrast, S9^−^Pα^hi^ LMPs most prominently expressed genes with essential functions during limb bud morphogenesis and mesenchymal cell proliferation (Fig. 4D, Fig. S2D). 

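The limb morphogenesis genes were higher in S9-Pα hi LMPs than in the mean of the other 4 populations by a mean log2 fold change of 0.73, with 70 of 86 higher (adjusted p = 1.73e-21, limma camera with Benjamini-Hochberg adjustment). Of these, 28 were called higher and 3 lower, both over all genes and adjusted over the list alone. As the list holds genes that the paper names as high in this population, this is not fully independent evidence. Cell cycle genes were higher by a mean of 0.11, with 48 of 56 higher (adjusted p = 1.12e-05, limma camera with Benjamini-Hochberg adjustment), 7 of them at an adjusted p of at most 0.1 in edgeR's quasi-likelihood test. With the estimated correlation, the cell cycle list had an adjusted p of 0.323 from limma camera with Benjamini-Hochberg adjustment. Cartilage genes were lower by a mean of -0.73, with 47 of 72 lower (adjusted p = 0.000186, limma camera with Benjamini-Hochberg adjustment). The ribosome biogenesis genes were not shifted (adjusted p = 0.415, limma camera with Benjamini-Hochberg adjustment), with 60 of 106 higher. Without replicate 3 of the S9-Pα hi LMPs, these were lower, at an adjusted p of 0.0933 from limma camera with Benjamini-Hochberg adjustment. For the S9-Pα hi LMPs, 140 genes met the rule for named genes, and the largest log2 fold changes were those of *Dkk1*, *Pax1*, *Rspo4*, *Tbx2* and *Msx2*. *Dkk1* (Entrez 13380; chromosome 19, 30545876 to 30549496) had 25.1 ± 1.51 CPM (mean ± SD, n = 3) against at most 6.29 ± 1.60 in S9-JAG1+ LMPs, a log2 fold change of 3.95 (standard error 0.15, adjusted p = 2.34e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Rspo4* (228770; chromosome 2, 151842647 to 151874668) had 104.5 ± 20.0 CPM against at most 30.7 ± 11.3 in OCPs, a log2 fold change of 3.09 (standard error 0.24, adjusted p = 1.14e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).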

As expected, S9^+^Pα^hi^ OCPs and S9^+^Pα^hi^*Col2a1*^+^ chondroblasts expressed high levels of genes functioning in chondrocyte and/or cartilage differentiation, extra-cellular matrix and collagen fibril organization. Conversely, the expression of genes functioning in cell growth/proliferation and metabolic processes was lower than average (Fig. 4E,F, Fig. S3E,F).

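Against the mean of the other 4 populations, the cartilage genes were higher in S9+Pα hi OCPs by a mean log2 fold change of 0.69, with 46 of 72 higher (adjusted p = 0.000142, limma camera with Benjamini-Hochberg adjustment). In chondroblasts they were higher by 2.63, with 68 of 72 higher (adjusted p = 3.26e-19, limma camera with Benjamini-Hochberg adjustment). The number called was 17 higher and 3 lower in OCPs, and 50 higher in chondroblasts, over all genes as well as adjusted over the list alone. Of the 4 lower genes in chondroblasts, 1 had an adjusted p of at most 0.1. The cartilage list holds genes that the paper names as higher in chondroblasts, so its shift there is not fully independent evidence. With the estimated correlation the adjusted p of limma camera with Benjamini-Hochberg adjustment was 0.336 in OCPs and 0.0860 in chondroblasts. The limb morphogenesis genes were also higher in both against this mean. In OCPs 56 of 86 were higher (mean log2 fold change 0.26, adjusted p = 0.00949, limma camera with Benjamini-Hochberg adjustment). In chondroblasts 49 were higher (0.48, adjusted p = 0.0288, limma camera with Benjamini-Hochberg adjustment). Against the mean without S9-SCA-1+ cells, 45 were higher and 41 lower in OCPs (mean log2 fold change -0.15). In chondroblasts 42 were then higher and 44 lower (0.08), so the shift in both depended on the S9-SCA-1+ cells in the mean. In OCPs, 152 genes met the rule for named genes, and the largest log2 fold changes were those of *Shisa7*, *Zmat4*, *Emx2*, *Plekha4* and *Rag1*. *Emx2* (Entrez 13797; chromosome 19, 59458690 to 59465357), 8.79% of whose exon bases overlap an antisense gene, had 50.2 ± 1.17 CPM (mean ± SD, n = 3) against 34.4 ± 16.7 in chondroblasts, whose replicate 3 had 15.2 CPM. Its log2 fold change was 3.68 (standard error 0.24, adjusted p = 1.82e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 4 genes were expressed at 6.86 ± 4.04 (*Plekha4*) to 12.6 ± 7.22 CPM (*Shisa7*). In chondroblasts 1463 genes met the rule, headed by *Eomes*, *Nkx3-2*, *Cnmd*, *Kera* and *Matn4*. *Matn4* (17183; chromosome 2, 164389393 to 164405160), which encodes a cartilage matrix protein, had 96.2 ± 20.3 CPM against 3.84 ± 2.66 in OCPs. *Cnmd* (16840; chromosome 14, 79637682 to 79662194) had 19.3 ± 2.41 CPM against 3.85 ± 1.96 in OCPs, *Kera* (16545; chromosome 10, 97606962 to 97613688) 17.9 ± 0.907 against 0.317 ± 0.138, and *Nkx3-2* (12020; chromosome 5, 41761483 to 41764220) 8.96 ± 3.17 against 0.138 ± 0.0272. *Eomes* (13813; chromosome 9, 118478186 to 118486132) had 17.9 ± 10.3 CPM and no more than 3 counts in any library of the other populations. For all 5, at least 1 other population had no library above 3 counts, and fitted fold changes are left out.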

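The ribosome biogenesis genes were lower in OCPs by a mean log2 fold change of -0.28, with 102 of 106 lower (adjusted p = 1.73e-21, limma camera with Benjamini-Hochberg adjustment), and in chondroblasts by -0.71, with all 106 lower (adjusted p = 4.95e-30, limma camera with Benjamini-Hochberg adjustment). Cell cycle genes were lower in chondroblasts by a mean of -0.49, with 53 of 56 lower (adjusted p = 1.14e-13, limma camera with Benjamini-Hochberg adjustment). In OCPs their mean log2 fold change was -0.04, with 36 of 56 lower, and the list was not called (adjusted p = 0.0971, limma camera with Benjamini-Hochberg adjustment). Replicate 1 of the OCPs decided this call: without it, the adjusted p was 0.00223 from limma camera with Benjamini-Hochberg adjustment, within a range of 0.00223 to 0.614 over the fits that each left out 1 library. With the estimated correlation, the 3 called shifts had an adjusted p of 0.107 to 0.126 from limma camera with Benjamini-Hochberg adjustment.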

The global molecular differences among two LMP populations, OCPs and chondroblasts, were exemplified by the ordered comparison of all differentially expressed genes shown in Fig. 5A. 

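A joint test over S9-JAG1+ LMPs, S9-Pα hi LMPs, OCPs and chondroblasts called 3553 of 15125 genes, with an adjusted p of at most 0.1 and a log2 fold change of at least 1.2 between at least 1 pair of these populations. Without the limit on the fold change 10427 genes were called, and with genes of at least 10 counts in every library 1926.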

The most striking feature of this comparison is the large cluster of genes expressed at lower than average levels in S9^−^JAG1^+^ LMPs (indicated by the black square in Fig. 5A). 

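Of the 3553 genes, 2578 (72.6%) had a mean log2 CPM in S9-JAG1+ LMPs below the average of the 4 populations. The share below average was 67.5% in S9-Pα hi LMPs, 44.4% in OCPs and 23.6% in chondroblasts. S9-JAG1+ LMPs had the lowest mean of the 4 for 1962 genes (55.2%). The alternative that moved the share of 72.6% most was dropping the limit on the fold change, which gave 53.4%. With library totals in place of TMM scaling, the share was 76.9%.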

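Among the 2578 genes below average in S9-JAG1+ LMPs, 703 (27.3%) lay above the average in S9-Pα hi LMPs, 1856 (72.0%) in S9+Pα hi OCPs and 2381 (92.4%) in S9+Pα hi*Col2a1*+ chondroblasts. The median deviation from the average of the 4 populations was -0.91 log2 units in S9-JAG1+ LMPs, -0.28 in S9-Pα hi LMPs, 0.26 in OCPs and 0.94 in chondroblasts. By edgeR's quasi-likelihood test 660 of the 2578 genes (25.6%) were called higher in S9-Pα hi than in S9-JAG1+ LMPs. The mean rose from S9-JAG1+ to S9-Pα hi LMPs and again to OCPs for 61.4% of the genes, and at all 3 steps up to chondroblasts for 47.1%. Chondroblasts had the highest mean for 77.5%.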

Although the expression of a significant fraction of these genes was increased in S9^−^Pα^hi^ LMPs, this was enhanced in S9^+^Pα^hi^ OCPs and S9^+^Pα^hi^*Col2a1*^+^ chondroblasts, with the latter expressing the vast majority at high levels (Fig. 5A). To gain further insight into the relatedness and functional relevance of these changes in the four cell populations, we manually curated a list of the differentially expressed transcriptional regulators that are genetically required for limb bud and/or limb skeletal development (for details, see legend to Fig. 5B). This analysis revealed the expression profiles of these essential transcription factors in the different cell populations. For example, *Hoxa11*, *Hoxa13* and the *Hoxd11-13* genes were expressed at higher than average levels in S9^−^JAG1^+^ LMPs, as expected from their expression in the posterior-distal limb bud mesenchyme (left lane, Fig. 5B; reviewed by Zakany and Duboule, 2007). These Hox genes were also expressed at higher levels in S9^+^Pα^hi^*Col2a1*^+^ chondroblasts, in agreement with their requirement for limb skeletal bone development (right lane, Fig. 5B; González-Martín et al., 2014; Neufeld et al., 2014). 

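Fig. 5B lists 64 transcriptional regulators, all of which were tested. In the joint test over the 4 populations 63 of them were called, and 63 adjusted over the list alone. As the list was drawn up from the genes differentially expressed in these libraries, this is not independent evidence.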

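Of the 64 genes, 22 had their highest mean in S9-JAG1+ LMPs, 14 in S9-Pα hi LMPs, 12 in OCPs and 16 in chondroblasts. Against the mean of the other 3 populations, 21 genes were called higher and 23 lower in S9-JAG1+ LMPs, 12 and 13 in S9-Pα hi LMPs, 13 and 20 in OCPs, and 19 and 9 in chondroblasts.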

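The Hox genes were tested in S9-JAG1+ LMPs against the mean of the other 3 populations. *Hoxa13* (Entrez 15398; chromosome 6, 52258853 to 52260880) had 119.4 ± 21.8 CPM (mean ± SD, n = 3), with a log2 fold change of 4.43 (standard error 0.13, adjusted p = 1.96e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hoxd13* (15433; chromosome 2, 74668225 to 74671603) had 991.9 ± 207.4 CPM, with a log2 fold change of 3.60 (standard error 0.14, adjusted p = 2.40e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hoxd12* (15432; chromosome 2, 74675013 to 74677705) had 326.6 ± 47.6 CPM, with a log2 fold change of 2.35 (standard error 0.14, adjusted p = 1.45e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hoxa11* (15396; chromosome 6, 52242105 to 52245810) and *Hoxd11* (15431; chromosome 2, 74679558 to 74687016) had 309.3 ± 23.6 and 632.2 ± 19.9 CPM, with log2 fold changes of 1.35 (standard error 0.11) and 1.30 (standard error 0.09). An antisense gene overlaps 35.0% of the exon bases of *Hoxa11*, and another RNA on the same strand overlaps 10.8% of those of *Hoxd11*.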

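In chondroblasts (n = 3), *Hoxa13* had 35.1 ± 6.57 CPM and *Hoxd13* 301.7 ± 66.2 CPM. Their log2 fold changes against the mean of the other 3 populations were 2.08 (standard error 0.13, adjusted p = 3.52e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.31 (standard error 0.14, adjusted p = 4.42e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without chondroblast replicate 3, the log2 fold change of *Hoxd13* was 1.16, under the limit for a call. *Hoxd12* with 130.9 ± 25.2 CPM, *Hoxa11* with 177.2 ± 35.99 CPM and *Hoxd11* with 356.8 ± 59.0 CPM were not called, at log2 fold changes of 0.59 (standard error 0.15), 0.28 (standard error 0.12) and 0.20 (standard error 0.10). For each of these genes chondroblasts ranked second to S9-JAG1+ LMPs among the 4 populations.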

Other than that, the signature of S9^−^JAG1^+^ LMPs was largely complementary to one of S9^+^Pα^hi^ OCPs and S9^+^Pα^hi^*Col2a1*^+^ chondroblasts (Fig. 5B). 

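Across the 64 genes of Fig. 5B, the deviations of S9-JAG1+ LMPs and of OCPs from the average of the 4 populations had a Pearson correlation of -0.71, and 55 genes deviated in opposite directions. As deviations from a shared average are negatively correlated without any effect, unchanged populations were simulated 2000 times, which gave a mean correlation of -0.33, with 95% of values from -0.55 to -0.10. Between S9-JAG1+ LMPs and chondroblasts the correlation was -0.28 with the Hox genes included, and between OCPs and chondroblasts -0.15. The value of -0.28 lies within the simulated range, so it gives no evidence that these signatures are complementary. It was not computed without the Hox genes, which the paper sets apart. These correlations are across genes, which are not independent replicates. Their signs were the same under all alternatives tried for the pair of S9-JAG1+ LMPs and OCPs.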

The S9^−^Pα^hi^ LMP population expressed higher than average levels of transcription factors functioning the anterior, posterior and/or peripheral mesenchyme during early limb bud development, such as *Pax1*, *Alx4*, *Irx3/5*, *Tbx2/3* and *Msx1* (second lane in Fig. 5B), which confirmed that this population is distinct from S9^−^JAG1^+^ LMPs. 

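In S9-Pα hi LMPs (mean ± SD, n = 3) *Pax1* (Entrez 18503; chromosome 2, 147361930 to 147375049) had 87.4 ± 39.0 CPM, *Alx4* (11695; chromosome 2, 93642434 to 93681341) 227.8 ± 8.72, *Tbx2* (21385; chromosome 11, 85832615 to 85841948) 254.1 ± 60.3, *Tbx3* (21386; chromosome 5, 119670534 to 119684724) 253 ± 37.0 and *Msx1* (17701; chromosome 5, 37820491 to 37824585) 284 ± 14.3. All 5 were called against the mean of the other 3 populations. The log2 fold change was 2.26 for *Pax1* (standard error 0.52, adjusted p = 0.00997, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.45 for *Tbx2* (standard error 0.12, adjusted p = 2.44e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.90 for *Alx4* (standard error 0.18), 1.93 for *Tbx3* (standard error 0.16) and 2.39 for *Msx1* (standard error 0.12). *Irx3* (16373; chromosome 8, 91798511 to 91801654) and *Irx5* (54352; chromosome 8, 92357796 to 92361456) had 102.5 ± 8.68 and 36.03 ± 4.54 CPM in S9-Pα hi LMPs, and 224 ± 18.4 and 87.6 ± 13.8 CPM in OCPs. Neither was called in S9-Pα hi LMPs, at log2 fold changes of 0.74 (standard error 0.46, adjusted p = 0.289, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.64 (standard error 0.43, adjusted p = 0.330, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between S9-Pα hi LMPs and OCPs the log2 fold changes were -1.13 (standard error 0.59) for *Irx3* and -1.28 (standard error 0.54, adjusted p = 0.133, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for *Irx5*, and *Irx5* was called lower without OCP replicate 1 or without chondroblast replicate 3. *Pax1*, *Irx3* and *Irx5* were at 0.824, 5.57 and 2.20 CPM in chondroblast replicate 3, against 24.5 to 34.1, 50.4 to 79.7 and 22.3 to 33.7 CPM in the other chondroblast libraries.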

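*Sox9*, *Sox6*, *Runx3* and *Osr1* were called higher in S9+Pα hi*Col2a1*+ chondroblasts than in the mean of S9-JAG1+ LMPs, S9-Pα hi LMPs and S9+Pα hi OCPs. *Sox9* had 535.5 ± 110.9 CPM (mean ± SD, n = 3), a log2 fold change of 2.45 (standard error 0.13, adjusted p = 9.32e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As both LMP populations were sorted as negative for the *Sox9* reporter, a higher level than this mean was largely set by the sorting. Chondroblasts had 1.23 times the *Sox9* level of OCPs, and the libraries of these populations overlapped. *Sox6* (Entrez 20679; chromosome 7, 115470872 to 116040776) had 148.9 ± 34.1 CPM, a log2 fold change of 2.44 (standard error 0.15, adjusted p = 2.56e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Runx3* (12399; chromosome 4, 135120645 to 135177990) had 8.84 ± 2.87 CPM, a log2 fold change of 3.42 (standard error 0.20, adjusted p = 1.98e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Osr1* (23967; chromosome 12, 9574442 to 9581500) had 59.4 ± 12.6 CPM in chondroblasts and 61.6 ± 10.4 CPM in S9-Pα hi LMPs, and its log2 fold change of 2.05 (standard error 0.14) is taken against a mean that includes 1.78 ± 0.254 CPM in S9-JAG1+ LMPs. *Sox5* (20678; chromosome 6, 143828425 to 144782287), 9.25% of whose exon bases overlap an antisense gene, was called at a log2 fold change of 1.21 (standard error 0.11, adjusted p = 7.25e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 24 alternatives this value ranged from 1.03 to 1.31, and 10 of them put it under the limit for a call. *Scx* (20289; chromosome 15, 76457411 to 76459468) had 94.8 ± 5.92 CPM in chondroblasts and 111.5 ± 10.5 in OCPs, at a log2 fold change of 1.13 (standard error 0.11), or 1.23 and called with library totals in place of TMM scaling. *Runx2* (12393; chromosome 17, 44495987 to 44814797), with 5.87% antisense overlap, and *Shox2* (20429; chromosome 3, 66971723 to 66981771) were not called, at log2 fold changes of 0.84 (standard error 0.28) and 0.46 (standard error 0.13). *Shox2* was highest in OCPs, with 732.2 ± 50.2 CPM against 424.3 ± 67.2 in chondroblasts.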

As expected, S9^+^Pα^hi^*Col2a1*^+^ chondroblasts expressed high levels of transcriptional regulators required for chondrogenesis and for limb skeletal, digit and tendon morphogenesis, such as Hoxa and Hoxd, Sox and Runx gene family members, and the *Shox2*, *Osr1* and *Scx* transcription factor genes (right lane in Fig. 5B).

Next, we assessed the chondrogenic differentiation potential of the two LMP populations identified in high-density culture (Fig. 5C; Barna and Niswander, 2007; Benazet et al., 2012). This resulted in activation of *Sox9*-EGFP expression in a significant fraction of cells from both LMP populations within 24 h, as previously reported for SOX9-negative digit progenitors isolated at much later stages (E11.5; Raspopovic et al., 2014). Moreover, the SOX9-positive cells in these cultures aggregated and formed typical chondrogenic condensations without addition of exogenous BMP4 (Fig. 5C). This analysis revealed the potent chondrogenic differentiation potential of both the S9^−^JAG1^+^ and S9^−^Pα^hi^ LMP populations, which together with the gene expression analysis (Figs 4 and 5A,B) indicated that they are likely progenitors of the chondrogenic lineage in forelimb buds.

### Differential cellular responsiveness uncovers the specific requirement of SHH and FGF signaling for S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs in culture

Limb bud outgrowth and patterning are controlled by the self-regulatory SHH/GREM1/AER-FGF feedback signaling system (reviewed by Zuniga, 2015). The transcriptome datasets of the four cell populations with chondrogenic differentiation potential (Figs 4 and 5) allowed us to analyze the differential expression of genes functioning in these pathways in an unbiased and genome-wide manner. This showed that the expression of genes functioning in SHH signal transduction by smoothened (SMO) was very different among the four mesenchymal cell populations (Fig. 6A). In particular, the SMO gene expression signature in S9^−^JAG1^+^ LMPs in the posterior-distal mesenchyme and S9^+^Pα^hi^ OCPs in the core mesenchyme appeared rather complementary (Fig. 6A, compare to Fig. 2A,C). 

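Of the 61 SHH pathway genes in Fig. 6A, 10 were called in the joint test over the 4 populations, and as many adjusted over the list alone. By adjusted p alone, 46 of the 61 were at or under 0.1, so that most differed by less than the fold change limit. The list was chosen by the study and shown for these libraries. Against the mean of the other 3 populations, 1 gene was called higher and 4 lower in S9-JAG1+ LMPs, 1 and 1 in S9-Pα hi LMPs, 2 and 2 in OCPs, and 2 and 1 in chondroblasts. *Shh* (Entrez 20423; chromosome 5, 28456840 to 28467101), 28.3% of whose exon bases overlap antisense genes, had 63.6 ± 10.1 CPM in S9-JAG1+ LMPs, 16.04 ± 2.71 in S9-Pα hi LMPs, 0.219 ± 0.0176 in OCPs and 0.202 ± 0.121 in chondroblasts (mean ± SD, n = 3). Between the LMP populations its log2 fold change was 1.99 (standard error 0.18, adjusted p = 2.36e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Smo* (319757; chromosome 6, 29735497 to 29761366) ranged from 308.6 ± 9.70 CPM in chondroblasts to 391.4 ± 12.7 in S9-JAG1+ LMPs.

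**Figure D3:**
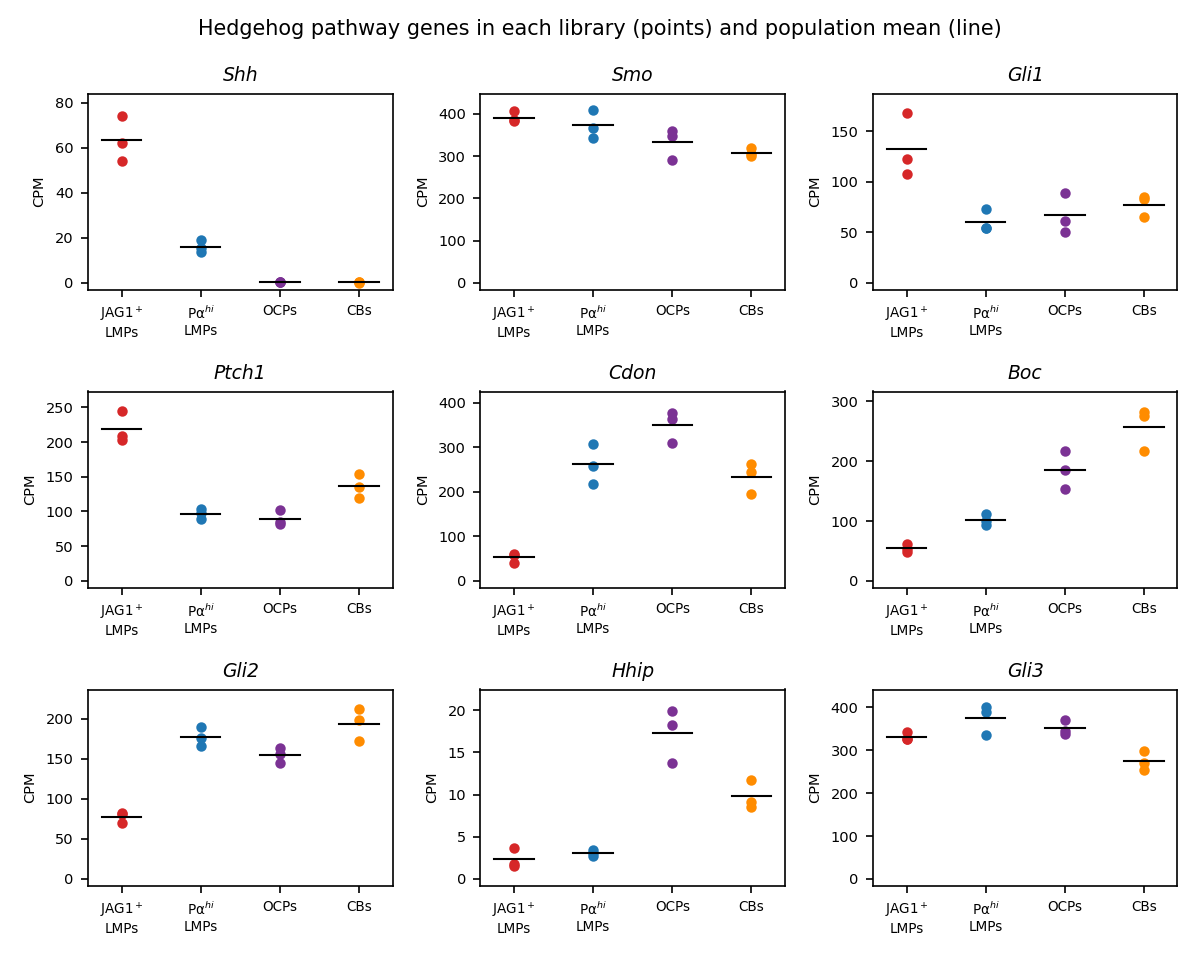
CPM (vertical axes, starting near 0) of 9 SHH pathway genes in each library of the 4 populations (horizontal axes). Points are libraries, 3 for each population, and black lines are their means. *Shh* is at 63.6 CPM in S9-JAG1+ LMPs and near 0.2 in OCPs and chondroblasts, and *Smo* lies between 308.6 and 391.4 CPM.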

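Across the 61 genes of Fig. 6A, the deviations of S9-JAG1+ LMPs and OCPs from the average of the 4 populations had a Pearson correlation of -0.92, and 47 genes deviated in opposite directions. In the simulations of unchanged populations for this list, the mean correlation was -0.33, with 95% of values from -0.54 to -0.09. Between S9-JAG1+ LMPs and chondroblasts the correlation was -0.89, between S9-JAG1+ and S9-Pα hi LMPs 0.65, and between OCPs and chondroblasts 0.81. Over genes with at least 10 counts in every library, the correlation of S9-JAG1+ LMPs and OCPs was -0.81, the value furthest from the -0.92 among the alternatives tried.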

The genes expressed at high levels in S9^+^Pα^hi^ OCPs (and in chondroblasts at E11.5) included direct transcriptional targets that are negatively regulated by SHH signaling and expressed predominantly in the core mesenchyme (e.g. *Cdon*, *Boc*, *Gli2* and *Hhip*; Tenzen et al., 2006; Probst et al., 2011; Lewandowski et al., 2015). By contrast, S9^−^JAG1^+^ LMPs expressed high levels of genes such as *Gli1* and *Ptch1*, which are activated in the posterior mesenchyme in response to SHH signaling (Goodrich et al., 1996; Büscher and Ruther, 1998). 

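In OCPs against the mean of the other 3 populations, *Hhip* (Entrez 15245; chromosome 8, 79965850 to 80058060) had 17.3 ± 3.18 CPM (mean ± SD, n = 3) and a log2 fold change of 2.07 (standard error 0.18, adjusted p = 3.31e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdon* (57810; chromosome 9, 35421528 to 35507652) had 350.2 ± 35.3 CPM and a log2 fold change of 1.25 (standard error 0.13, adjusted p = 1.16e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was under the limit for a call without OCP replicate 1 (1.19) or without S9-JAG1+ replicate 3 (1.18). *Boc* (117606; chromosome 16, 44485045 to 44558870) with 184.8 ± 31.4 CPM and *Gli2* (14633; chromosome 1, 118834061 to 119054405) with 154.9 ± 9.32 CPM were not called in OCPs, at log2 fold changes of 0.71 (standard error 0.10, adjusted p = 0.000261, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.16 (standard error 0.08, adjusted p = 0.190, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In chondroblasts, *Boc* was called, with 257.8 ± 35.1 CPM and a log2 fold change of 1.35 (standard error 0.10, adjusted p = 1.27e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdon*, *Gli2* and *Hhip* had 233.7 ± 35.5, 193.8 ± 20.3 and 9.78 ± 1.70 CPM there, with log2 fold changes of 0.47 (standard error 0.13), 0.59 (standard error 0.07) and 0.98 (standard error 0.19), under the limit for a call. All 4 genes were lowest in S9-JAG1+ LMPs, where *Cdon* had 52.7 ± 11.7, *Boc* 54.5 ± 6.398, *Gli2* 77.5 ± 6.46 and *Hhip* 2.31 ± 1.12 CPM.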

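*Gli1* (Entrez 14632; chromosome 10, 127329882 to 127341579), 6.55% of whose exon bases overlap antisense genes, had 132.5 ± 31.2 CPM in S9-JAG1+ LMPs, 60.6 ± 10.6 in S9-Pα hi LMPs, 66.8 ± 19.6 in OCPs and 77.5 ± 10.8 in chondroblasts (mean ± SD, n = 3). Its log2 fold change in S9-JAG1+ LMPs against the mean of the others was 0.96 (standard error 0.16, adjusted p = 0.000165, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ptch1* (19206; chromosome 13, 63508328 to 63573460) had 219.1 ± 22.2, 96.9 ± 7.67, 89.7 ± 11.4 and 136.3 ± 17.6 CPM in the same order, with a log2 fold change of 1.05 (standard error 0.09, adjusted p = 4.17e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both were highest in S9-JAG1+ LMPs, by less than the fold change limit.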

As this pointed to potential differences in the SMO-mediated response to SHH signaling, we treated forelimb bud mesenchymal cells (E10.5-E10.75) in high-density culture with cyclopamine, a SMO small-molecule antagonist (Chen et al., 2002). Twelve hours of cyclopamine treatment caused loss of *Gli1* expression, a direct transcriptional target of SHH-mediated signal transduction (Fig. 6B and Fig. S4A; Lee et al., 1997). Importantly, this relatively short cyclopamine treatment did not alter cell survival but slightly decreased the fraction of mitotic cells (Fig. S4B,C). Comparative flow cytometric analysis of control and cyclopamine-treated cultures revealed a significant reduction in both the S9^−^JAG1^+^ (∼3-fold) and S9^−^Pα^hi^ LMP populations (∼2-fold; Fig. 6B), while the large fraction of S9^+^Pα^hi^ OCPs was not altered by inhibiting SHH signal transduction (Fig. 6B). These results showed that maintenance of the two LMP populations in culture depended crucially on SHH signal transduction. As S9^−^JAG1^+^ LMPs are located in the posterior-distal mesenchyme close to the SHH source (Fig. 2C), we wondered whether these LMPs include *Shh-*expressing cells and/or their descendants (Harfe et al., 2004). The *Shh*^GFPCre^ allele, which labels *Shh*-expressing cells by EGFP (first panel in Fig. 6C) was used in combination with a CRE-inducible *ROSA26*^LSL−tdTomato^ transgene to trace the tdTOMATO-positive *Shh* descendants (second panel in Fig. 6C; Harfe et al., 2004). This approach identified a small fraction of cells expressing both tdTOMATO and JAG1 (fourth panel in Fig. 6C). This was also confirmed by FACS as ∼10% of the tdTOMATO^+^ LMPs co-expressed JAG1 (Fig. 6D). Therefore, it appears that only a small fraction of S9^−^JAG1^+^ LMPs originated from *Shh*-expressing cells and/or their descendants, pointing to the cellular heterogeneity of this population.

**Fig. 6.**
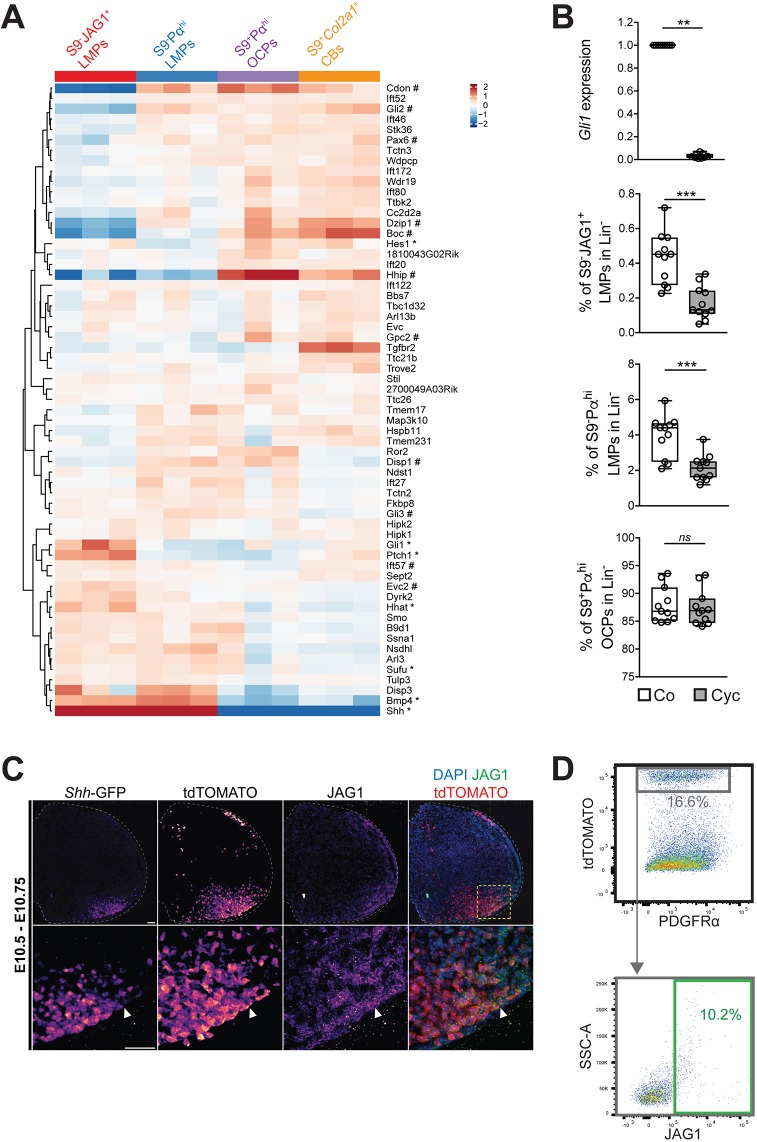
**S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs depend on SHH pathway activity.** (A) Heatmap showing expression level of genes associated with the term ‘Smoothened (SMO) signaling pathway’ (GO:0007224, Table S8). Known distally (*) and centrally (#) expressed genes are highlighted. (B) Limb bud mesenchymal cells (E10.5-E10.75) were cultured for 12 h either in normal medium (control, co) or in medium supplemented with 20 µM cyclopamine (Cyc, a SMO antagonist). The top panel shows the relative expression of *Gli1*, a direct transcriptional target of SHH signal transduction, as determined by RT-qPCR analysis. Lower three panels show FACS analysis illustrating that the fraction (%) of S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs was significantly reduced when SMO-mediated signal transduction was blocked. In contrast, the fraction of S9^+^Pα^hi^ OCPS was not altered. S9^−^JAG1^+^ LMPs were decreased from 0.43%±0.14% to 0.17±0.09% and S9^−^Pα^hi^ LMPs were decreased from 3.94±1.18% to 2.14±0.73% of the lineage-negative cells in culture. The midline represents the median, the upper and lower limits of the box indicate the first and third quartiles, and the whiskers indicate the lowest and highest values, respectively. The Wilcoxon test was used for statistical analysis of results: **P≤0.01, ***P≤0.001. (C) Distribution of *Shh*-expressing cells (*Shh*-GFP, white arrowheads indicate the distal border) and *Shh* descendants expressing tdTOMATO in a representative forelimb bud (E10.5-E10.75). This pattern arose from permanent activation of the *Rosa26*^tdTomato^ transgene by *Shh*^GFPCre^-induced recombination. The JAG1 protein was detected using specific antibodies. The overlap (right panel) shows that only a small fraction of cells co-expressed tdTOMATO (red) and JAG1 (green; *n*=3 independent samples). Images are pseudo-colored in accordance with fluorescence intensity (purple, low; yellow, high). White dashed lines outline the limb buds. Yellow dashed lines demarcate the regions shown in more detail. Scale bars: 50 µm. (D) FACS analysis confirmed that only a small fraction of tdTOMATO-positive cells co-expressed JAG1 (*n*=3).

AER-FGF signaling is required to maintain cells in the distal sub-AER mesenchyme in an undifferentiated and proliferative state (ten Berge et al., 2008), which suggested that it might be required to maintain/expand LMPs in culture. Indeed, S9^−^JAG1^+^ LMPs express the highest levels of direct transcriptional targets of FGF signal transduction in the limb bud mesenchyme (*Spry1*, *Spry 2*, *Spry 4* and *Dusp6*, Fig. S5A; Kawakami et al., 2003; Morgani et al., 2018). 

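The FGF target *Spry4* (Entrez 24066; chromosome 18, 38586247 to 38601347) had 158 ± 11.4 CPM in S9-JAG1+ LMPs (mean ± SD, n = 3), and its log2 fold change against the mean of the other 3 populations was 2.52 (standard error 0.13, adjusted p = 5.39e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Spry1* (24063; chromosome 3, 37639947 to 37644599), 24.4% of whose exon bases overlap an antisense gene, had 135.9 ± 11.7 CPM and a log2 fold change of 1.73 (standard error 0.12, adjusted p = 6.60e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dusp6* (67603; chromosome 10, 99263231 to 99267489) had 558.5 ± 72.1 CPM and a log2 fold change of 1.35 (standard error 0.12, adjusted p = 8.08e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Spry2* (24064; chromosome 14, 105891947 to 105896819) was not called, with 104.3 ± 11.496 CPM and a log2 fold change of 0.66 (standard error 0.11, adjusted p = 0.000220, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Chondroblasts had 100.9 ± 12.8 CPM of *Spry2*. The log2 fold change between S9-JAG1+ LMPs and chondroblasts was 0.05 (standard error 0.14, adjusted p = 0.784, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its sign reversed with library totals in place of TMM scaling (-0.08) and without chondroblast replicate 3 (-0.01). Of the 4 genes, 3 were called over all genes and 3 adjusted over the list alone. As a list they had an adjusted p of 0.000438 at the preset correlation and 0.128, not called, with the correlation estimated (limma camera with Benjamini-Hochberg adjustment). The paper names these genes for their levels in the same libraries, so the list test is not independent evidence.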

As FGF8 is the main AER-FGF (Lewandoski et al., 2000), we assessed the effects of treating forelimb bud mesenchymal cells in culture with FGF8b for 12 h. As expected, the FGF8b treatment did not alter cell survival, but increased the fraction of cells in S phase and the expression of the direct targets *Spry4* and *Dusp6* (Fig. S5B-D). Flow cytometric analysis revealed that FGF8b treatment increased the fraction of S9^−^JAG1^+^ LMPs by ∼2-fold, while the S9^−^Pα^hi^ LMP population remained constant and the fraction of S9^+^Pα^hi^ OCPs was slightly reduced (Fig. S5D). Together, this analysis provided experimental evidence that S9^−^JAG1^+^ LMPs isolated from early limb buds depend most crucially on SHH and FGF signaling in high-density cultures (Fig. 6 and Fig. S5).

### GREM1-mediated BMP antagonism protects the immature S9^−^JAG1^+^ LMPs from precocious BMP-induced apoptosis

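Fig. 7A lists 75 genes of the cellular response to BMP. Of these, 49 (65.3%) lay below the average of the 4 populations in S9-JAG1+ LMPs, 41 (54.7%) in S9-Pα hi LMPs, 46 (61.3%) in S9+Pα hi OCPs and 25 (33.3%) in S9+Pα hi*Col2a1*+ chondroblasts. S9-JAG1+ LMPs had the lowest mean for 34 of the genes and chondroblasts the highest for 38. In the joint test 41 were called, over all genes and adjusted over the list alone. When compared with the mean of the other 3 populations, 17 were called lower and 7 higher in S9-JAG1+ LMPs, and 6 lower and 6 higher in S9-Pα hi LMPs. As a list, the genes were not called lower in S9-JAG1+ LMPs (mean log2 fold change -0.32, adjusted p = 0.0915, limma camera with Benjamini-Hochberg adjustment). They were called with fry, which does not compare them with other genes (adjusted p = 0.000844, limma fry with Benjamini-Hochberg adjustment). Camera called them without S9-Pα hi replicate 3, within a range of 0.0459 to 0.137 over the fits that each left out 1 library. In S9-Pα hi LMPs the mean log2 fold change was -0.07 and the list was not shifted (adjusted p = 0.997, limma camera with Benjamini-Hochberg adjustment).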

The majority of genes associated with GO term ‘cellular response to BMP signaling’ were expressed at lower than average levels in S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs (Fig. 7A). However, genes expressed at high levels by S9^−^JAG1^+^ LMPs included the BMP antagonist *Grem1*, which is expressed by a fraction of the *Jag1*-positive limb bud mesenchyme (Panman et al., 2006). 

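*Grem1* (Entrez 23892; chromosome 2, 113748675 to 113758648) had 88.6 ± 5.77 CPM in S9-JAG1+ LMPs (mean ± SD, n = 3), with a log2 fold change of 2.50 against the mean of the other 3 populations (standard error 0.15, adjusted p = 1.74e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).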

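In S9-JAG1+ LMPs *Msx1* had 259.5 ± 30.7 CPM (mean ± SD, n = 3) and a log2 fold change of 2.21 against the mean of the other 3 populations (standard error 0.12, adjusted p = 5.99e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *T* (Entrez 20997; chromosome 17, 8434423 to 8442496) had 13.2 ± 9.55 CPM, with 5.35, 10.3 and 23.8 CPM in replicates 1, 2 and 3. Its log2 fold change was 5.78 (standard error 0.42, adjusted p = 1.04e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In replicate 3 other genes of the presomitic mesoderm were also higher than in the other S9-JAG1+ libraries. *Bmp4* (12159; chromosome 14, 46383525 to 46390669) had 99.2 ± 4.17 CPM and a log2 fold change of 0.82 (standard error 0.11, adjusted p = 3.40e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the limit for a call. *Bmp2* (12156; chromosome 2, 133552159 to 133562896) had 19.8 ± 6.05 CPM and a log2 fold change of 1.06 (standard error 0.27, adjusted p = 0.00468, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called at 1.28 without S9-JAG1+ replicate 1. *Bmp2* was higher in chondroblasts, with 34.8 ± 3.82 CPM.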

Expression of several other BMP pathway genes was also increased in S9^−^JAG1^+^ LMPs, such as *Msx1*, *Bmp4*, *Bmp2* and *T* (brachyury), which are normally expressed in the posterior and/or distal limb bud mesenchyme (Catron et al., 1996; Liu et al., 2003; Bandyopadhyay et al., 2006; Benazet et al., 2009). 

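*Msx2* (Entrez 17702; chromosome 13, 53466881 to 53472780) had 89.8 ± 11.1 CPM in S9-Pα hi LMPs (mean ± SD, n = 3), a log2 fold change of 2.47 against the mean of the other 3 populations (standard error 0.14, adjusted p = 6.87e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Bmp4* was highest in this population, with 117.2 ± 6.49 CPM and a log2 fold change of 1.14 (standard error 0.11, adjusted p = 1.36e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called at 1.20 without chondroblast replicate 1. *Grem1* had 24.5 ± 5.37 CPM, which was second to S9-JAG1+ LMPs, and a log2 fold change of 0.03 (standard error 0.17, adjusted p = 0.936, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sign of this value reversed with library totals in place of TMM scaling (-0.01), without OCP replicate 2 (-0.03) and without S9-Pα hi replicate 3 (-0.17).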

S9^−^Pα^hi^ LMPs also expressed higher levels of *Msx1*, *Msx2* and *Bmp4*, but not *Grem1*, which showed that this population does not overlap the *Grem1*-expression domain in limb buds (Fig. 7A). This global analysis not only revealed distinct molecular differences between S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs populations, but also highlighted the expression of BMP response genes that function in chondrogenesis in S9^+^Pα^hi^ OCPs. 

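In OCPs 28 of the 75 genes of Fig. 7A were higher than the mean of the other 3 populations, with 5 called higher and 10 lower. Adjusted over the list alone, 5 were called higher and 11 lower. As a list, the genes were not called lower in OCPs (mean log2 fold change -0.16, adjusted p = 0.0911, limma camera with Benjamini-Hochberg adjustment). Among the libraries left out in turn, OCP replicates 1 and 3 moved this value most: without replicate 3 the list was called lower (0.0324), and without replicate 1 the adjusted p was 0.366, both from limma camera with Benjamini-Hochberg adjustment. In chondroblasts, 19 genes were called higher and 4 lower, over all genes and adjusted over the list alone.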

The higher expression of *Col2a1* transcripts in S9^+^Pα^hi^ OCPs suggested that a fraction of them already initiated chondrogenic differentiation in forelimb buds at E10.5-E10.75 (Fig. 7A, compare with Fig. 3C). However, direct comparison of BMP response genes showed that S9^+^Pα^hi^*Col2a1*^+^ chondroblasts at E11.5 expressed higher levels of genes that function in chondroblast differentiation and maturation than S9^+^Pα^hi^ OCPs, such as *Acan*, *Col2a1*, *Chrdl1*. 

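*Col2a1* had 989.3 ± 270.8 CPM in OCPs and 89.7 ± 26.8 CPM in S9-Pα hi LMPs (mean ± SD, n = 3). The log2 fold change of OCPs was 3.46 against S9-Pα hi LMPs (standard error 0.25, adjusted p = 1.22e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.25 against S9-JAG1+ LMPs (standard error 0.27, adjusted p = 8.24e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the mean of the other 3 populations, which include chondroblasts, it was 2.69 (standard error 0.17). The paper proposes from these transcripts that part of the OCPs had begun chondrogenic differentiation.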

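*Acan* (Entrez 11595; chromosome 7, 79053226 to 79115099) had 9.55 ± 5.78 CPM in chondroblasts and 0.127 ± 0.0844 CPM in OCPs (mean ± SD, n = 3), at a log2 fold change of 6.22 (standard error 0.68, adjusted p = 2.23e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Col2a1* had 1536 ± 314.7 CPM in chondroblasts, and its log2 fold change against OCPs was 0.64 (standard error 0.23, adjusted p = 0.0534, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the limit for a call. *Chrdl1* (83453; chromosome X, 143285674 to 143394263) had 121.3 ± 27.5 against 49.8 ± 7.79 CPM, a log2 fold change of 1.28 (standard error 0.15, adjusted p = 4.66e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell under the limit for a call without OCP replicate 1 (1.17) or chondroblast replicate 3 (1.13).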

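*Bmpr1b* (Entrez 12167; chromosome 3, 141837135 to 142169585) had 84.9 ± 16.9 CPM in S9+Pα hi*Col2a1*+ chondroblasts and 34.6 ± 3.85 in S9+Pα hi OCPs (mean ± SD, n = 3), a log2 fold change of 1.29 (standard error 0.14, adjusted p = 2.15e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 1.13 and not called without chondroblast replicate 3. *Nog* (18121; chromosome 11, 89300638 to 89302559) had 9.02 ± 1.82 against 2.20 ± 0.857 CPM, a log2 fold change of 2.04 (standard error 0.29, adjusted p = 0.000181, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Adamts12* (239337; chromosome 15, 11064773 to 11349232) had 26.4 ± 5.40 against 4.34 ± 1.35 CPM, a log2 fold change of 2.62 (standard error 0.26, adjusted p = 1.09e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).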

*Bmpr1*, *Nog* and *Adamts12* (Fig. 7A).

**Fig. 7.**
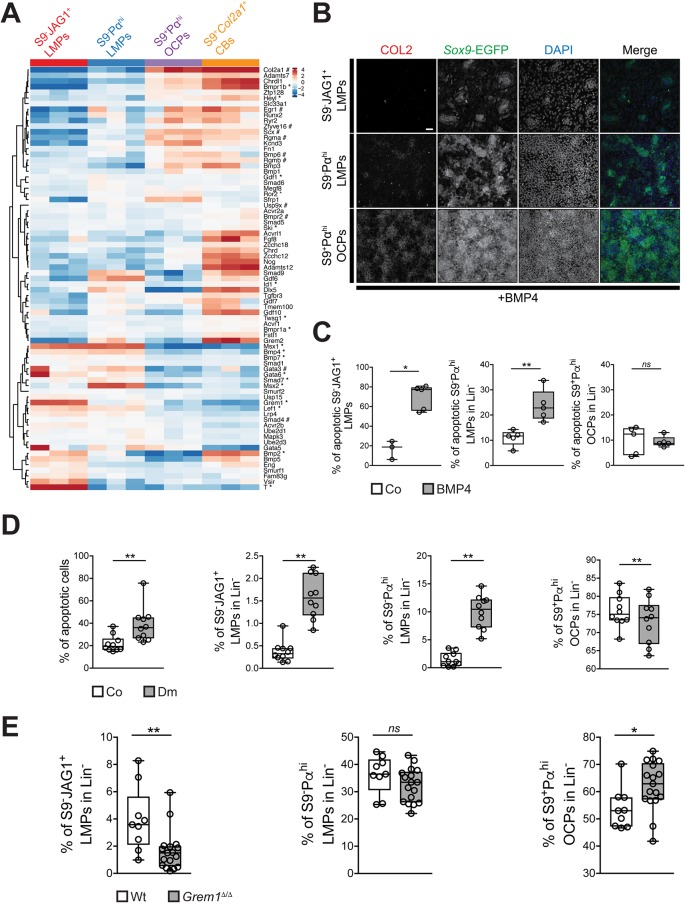
**Immature S9^−^JAG1^+^ LMPs depend crucially on GREM1-mediated BMP antagonism.** (A) Heatmap showing expression level of genes associated with the GO term ‘Cellular response to BMP stimulus’ (GO:0071773, Table S9). Known distal (*) and central (#) expressed genes are highlighted. (B) S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs and S9^+^Pα^hi^ OCPs were cultured for 24 h in medium supplemented with 10 ng/ml BMP4. Controls were cultured in medium with solvent. In all cases, equal numbers of live mesenchymal cells were plated after FACS isolation. Only S9^+^Pα^hi^ OCPs underwent robust chondrogenic differentiation within 24 h in BMP4-supplemented medium. Scale bar: 50 µm. (C) Quantitation of apoptotic cells in the three mesenchymal cell populations after culturing them for 24 h in BMP4-supplemented medium. While apoptosis was not altered for the OCP population, cell death was significantly increased for both LMP populations. (*n*≥3 per condition and cell type). (D) Forelimb bud mesenchymal cells (E10.5-E10.75) were cultured in medium supplemented with 5 µM dorsomorphin (Dm) to inhibit BMP signaling (Fig. S6A). Controls (Co) were cultured in medium supplemented with solvent only. After 12 h, the overall cellular apoptosis and the fractions (%) of S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs, and S9^+^Pα^hi^ OCPs were determined. Both LMP populations increased significantly, while the OCP population was reduced (*n*=10). (E) Comparative FACS analysis of the fraction (%) of S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs, and S9^+^Pα^hi^ OCPs in pairs of forelimb buds from wild-type (Wt) and *Grem1*-deficient mouse embryos (Grem1^Δ/Δ^) at E10.5-E10.75 (*n*=9 for *Grem1*^Δ/Δ^; *n*=17 for wild-type forelimb buds). The fraction of S9^−^JAG1^+^ LMPs was halved, while the fraction of S9^−^Pα^hi^ LMPs was not altered and the fraction of S9^+^Pα^hi^ OCPs increased in *Grem1*-deficient forelimb buds. The midline represents the median, the upper and lower limits of the box induacte the first and third quartiles, and the whiskers indicate the lowest and highest values, respectively, in the box and whisker plots shown in C-E. The Mann-Whitney test was used for statistical analysis of all results shown in C-E. *P≤0.05, **P≤0.01; ns, not significant.

Unexpectedly, these results indicated that the SOX9-positive OCPs located in the core mesenchyme were already exposed to higher BMP activity in early forelimb buds than the SOX9-negative LMPs in the peripheral and posterior-distal mesenchyme. To assess their response to BMP signaling, LMPs and OCPs were cultured in medium containing BMP4 for 24 h (Fig. 7B). While S9^+^Pα^hi^ OCPs activated COL2A and formed aggregates typical of chondrogenic condensations (lower panels, Fig. 7B), no COL2A and fewer to no SOX9-positive aggregates were detected in S9^−^JAG1^+^ and S9^−^Pα^hi^ LMP cultures (upper and middle panels, Fig. 7B). In fact, overall cell numbers decreased (Fig. 7B), which prompted us to assess BMP-induced apoptosis (Fig. 7C). Indeed, the apoptosis of both LMP populations increased significantly, while the survival of S9^+^Pα^hi^ OCPs was not altered. Next, the effects of inhibiting BMP signal transduction on the different cell populations were assessed. Dorsomorphin, a selective inhibitor of BMP type I receptors (Yu and Ornitz, 2008), reduced BMP signal transduction in unsorted mesenchymal cell cultures (E10.5-E10.75) by 40-50% within 12 h (Fig. S6A) and increased overall apoptosis by ∼2-fold (left panel in Fig. 7D). However, among the live Lin^−^ cells, the S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs increased by ∼4 to ∼7-fold, respectively, while the fraction of S9^+^Pα^hi^ OCPs was reduced (Fig. 7D). Together, these results (Fig. 7B-D) indicated that lower BMP levels favor LMPs in high-density cultures.

The proposed protective role of BMP antagonism for LMPs was genetically assessed by flow cytometric analysis of forelimb buds from wild-type and *Grem1*-deficient littermate embryos (E10.5-E10.75). Owing to the complexity of analysis and small numbers of cells recovered, overall cell death was ∼2-fold higher than normal even in wild-type controls (Fig. S6B, see Materials and Methods). Among the live Lin^−^ mesenchymal cells, the fraction of S9^−^JAG1^+^ LMPs was reduced by ∼42%, while S9^−^Pα^hi^ LMPs were not significantly affected and the fraction of the predominant S9^+^Pα^hi^ OCPs increased by ∼15% in *Grem1*-deficient forelimb buds (Fig. 6E). These results show that GREM1-mediated BMP antagonism (Zuniga et al., 1999) preferentially impacts the immature S9^−^JAG1^+^ LMPs located in the distal-posterior forelimb bud mesenchyme. In particular, this analysis highlighted the importance of GREM1-mediated protection of LMPs from premature exposure to BMP signaling in early forelimb buds. At the same stage, the OPCs located in the core mesenchyme already express higher levels of BMP target genes that function in the onset of chondrogenesis. This reveals the differential exposure and response of the core and peripheral/posterior-distal mesenchyme to BMP signaling and GREM1-mediated antagonism in early forelimb buds (E10.5-E10.75).

## DISCUSSION

In this study, we quantitate limb bud mesenchymal cell numbers and show that the proportion of mesenchymal cells in S phase is highest in early forelimb buds, whereas the fraction of LMPs in G0/G1 increases during distal progression of outgrowth. These results corroborate one of our previous studies, which showed that GLI3 promotes the BMP-dependent cell cycle exit of digit progenitors during initiation of chondrogenic differentiation (Lopez-Rios et al., 2012). Studies by others have shown that distal progression of limb bud outgrowth also depends on oriented divisions of the limb bud mesenchymal cell and cell shape changes (Boehm et al., 2010; Gros et al., 2010). To gain insight into the cellular heterogeneity of mesenchymal progenitors during outgrowth and patterning, we combined cell sorting with RNA-seq analysis of forelimb buds at E10.5-E10.75. This analysis identified three distinct SOX9-negative mesenchymal progenitor cell populations in addition to SOX9-positive OCPs in early forelimb buds. Our transcriptome analysis reveals both the population-specific gene expression signatures and the distinct transcriptional responses of the different mesenchymal cell populations to SHH and BMP signaling in early forelimb buds. This analysis also identified S9^−^SCA-1^+^ mesenchymal cell population as the one encompassing the myogenic progenitors migrating into forelimb buds (reviewed by Francis-West et al., 2003; Epting et al., 2004). As these S9^−^SCA-1^+^ cells also express PDGFRα, it is important to note that this FACS signature does not appear to be enriched in Pα^+^SCA-1^+^ MSCs in forelimb buds (E10.5-E10.75) in contrast to developing limb long bones (Morikawa et al., 2009; Nusspaumer et al., 2017).

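*Pdgfra* (Entrez 18595; chromosome 5, 75151322 to 75198206), 6.21% of whose exon bases overlap antisense RNAs, had 34.4 ± 14.7 CPM in S9-SCA-1+ cells (mean ± SD, n = 2). It had 246.6 ± 1.12 CPM in S9-JAG1+ LMPs, 442.5 ± 85.0 in S9-Pα hi LMPs, 718.3 ± 44.8 in OCPs and 863.7 ± 88.3 in chondroblasts (n = 3 each). The log2 fold change of S9-SCA-1+ cells against the mean of the others was -3.89 (standard error 0.22, adjusted p = 9.27e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -4.41 with replicate 3 alone and -3.51 with replicate 2 alone.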

The transcriptome analysis, together with their differentiation potential in culture, provides evidence that S9^−^JAG1^+^ LMPs and S9^−^Pα^hi^ LMPs are early progenitors with significant chondrogenic differentiation potential. The S9^−^JAG1^+^ LMPs express markers of the posterior-distal mesenchyme in proximity to the source of SHH signaling, whereas S9^−^Pα^hi^ LMPs express a more diverse set of markers of anterior, posterior and distal mesenchyme. This contrasts with the transcriptional signature of the S9^+^Pα^hi^ OCPs that reside in the core mesenchyme and give rise to chondroblasts. Previous analysis of more-advanced limb buds (E11.5) showed that WNT and FGF signals emanating from the ectoderm and AER keep the underlying distal mesenchyme in a proliferative and undifferentiated state (ten Berge et al., 2008; Gros et al., 2010). This is corroborated by our analysis, which shows that FGF8b increases the fraction of cells in S-phase. FGF8b treatment also specifically increases the fraction of S9^−^JAG1^+^ LMPs in high-density culture. By contrast, the abundance of S9^−^Pα^hi^ LMPs is not altered in response to FGF signaling. In agreement, our transcriptome analysis revealed that the S9^−^JAG1^+^ LMPs located in the posterior-distal mesenchyme express highest levels of FGF target genes (Kawakami et al., 2003; Morgani et al., 2018). During the onset of limb bud development, SHH signaling specifies antero-posterior digit identities and subsequently promotes the proliferative expansion of mesenchymal progenitors (Towers et al., 2008; Zhu et al., 2008). Our analysis shows that S9^−^JAG1^+^ LMPs express the highest levels of target genes functioning in the positive response to SHH signal transduction, such as *Gli1* and *Ptch1* (reviewed by Lopez-Rios, 2016). In contrast, the OCPs located in the core mesenchyme express high levels of genes (e.g. *Cdon*, *Boc* and *Hhip*) that are negatively regulated by SHH signal transduction (Tenzen et al., 2006; Probst et al., 2011; Lewandowski et al., 2015). Inhibition of SHH signal transduction in culture shows that S9^−^JAG1^+^ and S9^−^Pα^hi^ LMPs, but not S9^+^Pα^hi^ OCPs, depend crucially on SHH signaling. As no significant changes in overall mesenchymal cell cycle kinetics and apoptosis were detected after 12 h treatment, the reduction in the two LMP populations might reflect changes in their fates and/or be the result of them undergoing differentiation. Both LMP populations also express high levels of *Mycn* (also known as *N-Myc*) which regulates limb bud mesenchymal cell proliferation (ten Berge et al., 2008; Towers et al., 2008; this study). It has been shown that smaller condensations and skeletal elements form in *Mycn*-deficient mouse limbs as a consequence of the premature depletion of mesenchymal progenitors (Ota et al., 2007). 

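*Mycn* (Entrez 18109; chromosome 12, 12936093 to 12941836) had 229 ± 15.5 CPM in S9-JAG1+ LMPs, 157.2 ± 40.1 in S9-Pα hi LMPs, 71.1 ± 13.7 in OCPs and 40.2 ± 3.85 in chondroblasts (mean ± SD, n = 3). Its log2 fold change in S9-JAG1+ LMPs against the mean of the other 3 populations was 1.58 (standard error 0.12, adjusted p = 1.79e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In S9-Pα hi LMPs it was 0.86 (standard error 0.12, adjusted p = 0.000450, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the limit for a call.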

Additional cell cycle regulators expressed in the distal limb bud mesenchyme include *Cdk6*, which regulates cell cycle progression, and its inhibitor *Cdkn2c* (Lopez-Rios et al., 2012; Lewandowski et al., 2015). 

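*Cdk6* (Entrez 12571; chromosome 5, 3341004 to 3531008) had 165.3 ± 12.7 CPM in S9-JAG1+ LMPs (mean ± SD, n = 3) and between 54.3 ± 3.63 and 76.8 ± 8.55 CPM in the other populations. Against S9-Pα hi LMPs, OCPs and chondroblasts its log2 fold change was 1.36 (standard error 0.07, adjusted p = 4.13e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdkn2c* (12580; chromosome 4, 109660876 to 109666756) was low throughout, with 0.958 ± 0.320 CPM in S9-JAG1+ LMPs and between 2.15 ± 0.277 and 4.02 ± 0.834 CPM in the other populations. Its log2 fold change in S9-JAG1+ LMPs was -1.73 (standard error 0.23, adjusted p = 2.96e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).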

Interestingly, S9^−^JAG1^+^ LMPs express the highest levels of *Cdk6*, while *Cdkn2c* is expressed by the other cell populations analyzed (this study).

The balance between proliferative expansion of LMPs and their exit toward chondrogenic differentiation is controlled by the GLI3 repressor, which regulates both the cell cycle and *Grem1*-mediated BMP antagonism (Lopez-Rios et al., 2012). To transit from SOX9-negative LMPs to SOX9-positive OCPs and chondrogenic differentiation, the mesenchymal progenitors switch from responding to growth-promoting signals to increased BMP activity (Benazet et al., 2012; Lopez-Rios et al., 2012). We show that, in early forelimb buds, the S9^+^Pα^hi^ OCPs located in the core mesenchyme are already exposed to higher BMP signal transduction. Furthermore, the proportion of S9^+^Pα^hi^ OCPs is increased in *Grem1*-deficient forelimb buds as a likely direct consequence of the increase in BMP activity. Of the two LMP populations analyzed, S9^−^Pα^hi^ LMPs express the highest levels of *Tbx2*, which encodes a transcriptional regulator that participates in repressing *Grem1* in the limb bud mesenchyme (Farin et al., 2013). This indicates that S9^−^Pα^hi^ LMPs could be in a transitory phase from immature LMPs towards OCPs. Indeed, *Grem1* is expressed only by the immature S9^−^JAG1^+^ LMPs, which are drastically reduced in number in *Grem1*-deficient forelimb buds. 

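*Tbx2* had 49.7 ± 4.86 CPM in S9-JAG1+ LMPs (mean ± SD, n = 3), and its log2 fold change in S9-Pα hi against S9-JAG1+ LMPs was 2.36 (standard error 0.16, adjusted p = 2.54e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).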

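Outside the LMPs, *Grem1* had 17.5 ± 6.71 CPM in OCPs and 8.95 ± 0.434 in chondroblasts (mean ± SD, n = 3), and 9.51 ± 0.353 in S9-SCA-1+ cells (n = 2). These levels lie above the limit that 3 counts allow. Levels in S9-JAG1+ LMPs differed by a log2 fold change of 1.85 against S9-Pα hi LMPs (standard error 0.21, adjusted p = 1.75e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.33 against OCPs (standard error 0.21, adjusted p = 1.15e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).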

In fact, previous genetic analysis has shown that *Grem1* inactivation induces limb bud mesenchymal apoptosis due to precociously increased BMP activity (Bastida et al., 2004; Michos et al., 2004). This, together with our analysis, indicates that the BMP antagonist GREM1 protects the uncommitted and proliferating S9^−^JAG1^+^ LMPs from premature exposure to high BMP activity. As *Grem1* is expressed only by dorsal and ventral mesenchymal cells within the posterior-distal JAG1 domain (Panman et al., 2006), the extracellular GREM1 antagonist likely protects the non-expressing S9^−^JAG1^+^ LMPs in a paracrine manner. Others have reported a similar protective effect of the BMP antagonist noggin during joint development (Ray et al., 2015; Huang et al., 2016). Similarly, BMP activity is transiently reduced during regeneration of the tracheal epithelium by follistatin- and noggin-mediated BMP antagonism, thereby enabling epithelial self-renewal (Chung et al., 2018). Together, these studies and our study reveal a general protective function of BMP antagonists in averting premature and deleterious exposure of progenitor and stem cells to BMP signaling.

Our study establishes that the mesenchyme of early mouse forelimb buds is already composed of different types of progenitors with heterochronic cell specification and differentiation states. In particular, the immature S9^−^JAG1^+^ LMP population appears to crucially depend on SHH, AER-FGF signaling and *Grem1*-mediated BMP antagonism as part of the self-regulatory signaling system that coordinately controls limb bud patterning and outgrowth (reviewed by Zuniga, 2015). At the same early stage, the S9^+^Pα^hi^ OCPs located in the core mesenchyme already positively respond to BMP signal transduction. Our study provides insights into how this differential responsiveness coordinately regulates both the expansion and differentiation of OCPs in the core and immature S9^−^JAG1^+^ LMPs in the posterior-distal mesenchyme during the early phase of mouse forelimb bud development.

## MATERIALS AND METHODS

### Mouse strains and ethics statement

The *Prx1*-Cre (Logan et al., 2002), *b-ACTIN-loxP-stop-loxP-EGFP* (Jägle et al., 2007), *Sox9*^IRES−EGFP^ (Chan et al., 2011), *Shh*^GFPCre^ (Harfe et al., 2004), *ROSA26*^LSL−tdTomato^ (Madisen et al., 2010) and two *Grem1* loss-of-function alleles (delta and Del C alleles; Michos et al., 2004; Zuniga et al., 2004) were kept in a mixed Swiss Albino genetic background. Swiss Albino mice were purchased from Janvier. All experiments were performed on embryos strictly adhering to Swiss law, the 3R principles and the Basel Declaration. All animal studies were evaluated and approved by the Regional Commission on Animal Experimentation (license 1950 and 1951). Embryos of both genders were used at the indicated developmental stages.

### Quantitation of limb bud mesenchymal cell numbers

Dissected limb buds were digested in 1 ml 1×HBSS (Gibco) containing 1 mg/ml collagenase D and 50 µg/ml DNase I (Roche) at 37°C in FACS tubes. Single cells were counted by flow cytometry in defined sub-fraction volumes that were calibrated using TrueCount tubes with polystyrene fluorescent beads (BD Biosciences). The beads were gated in the GFP and propidium iodide (PI) channels. In order to calculate the volume acquired by the FACS in one minute, beads and/or cells from one limb bud were resuspended in 2 ml PBS and counted using a constant flow. This was repeated several times to assure that the volume calibrations and volume measurements were accurate. The volume fraction analyzed per minute was calculated as follows: V=counted beads/total beads (corresponding to the volume fraction per minute). Total cell numbers (C) were calculated as follows: C=(counted cells/V)×2000 [2000 (µl)=total volume used to resuspend either the cells from one limb bud or beads for calibration].

The GFP-positive LMPs correspond to the cells in which the *ßact*^GFP^ transgene has been activated by *Prx1*-Cre-mediated recombination. In contrast, non-limb bud mesenchymal cells and ectodermal cells do not express GFP. Gating of apoptotic cells showed maximally 8-12% of cell death during preparation of single cells.

### Cell cycle analysis by FACS

Forelimb buds were dissected, pooled (∼25 at E9.75, eight at E10.75 and six at E11.75) and dissociated using collagenase D. To remove ectodermal, endothelial and hematopoietic, and apoptotic cells by FACS, the cells were stained with a mix of biotinylated antibodies (EpCAM, Biolegend, clone G88; CD31, eBioscience, clone 390; TER119, Biolegend; CD45, Biolegend clone 30F11; CD11b, Biolegend clone M1-70; Gr1, Biolegend clone RB6-8C5) as previously described by Nusspaumer et al. (2017). Apoptotic cells were identified by double staining for Annexin V (APC-conjugated, Biolegend) and 7AAD. Following this combined staining of lineage-positive cells, all cells were fixed in 70% ethanol at −20°C for minimally 2 h. Phospho-histone H3 antibodies (BD Biosciences, clone HTA28 Alexa Fluor 647) were used to detect mitotic cells. Cells were also incubated with 50 µl/ml propidium iodide (Sigma) and 50 µl/ml RNAse A (Sigma) to measure their DNA content directly. For cell cycle analysis of cultured cells, mesenchymal cells were pooled from six forelimb buds at E10.5. For each embryo, one forelimb bud was used as untreated control and one for the experimental treatment. FACS was used to determine the fractions of cells in the different phases of the cell cycle and the fraction of phospho-histone H3-positive mitotic cells among the lineage-negative (Lin^−^) limb bud mesenchymal cells. To study the cell cycle by BrdU incorporation, pregnant mice were injected intra-peritoneally with 1 mg of BrdU (5 mg/ml in PBS, Sigma) 4 and 2 hours before analysis. Single cells prepared from 20 forelimb buds were analyzed. The BrdU-positive cells were detected using the APC BrdU Flow kit (BD Biosciences). FACS analysis was carried out using a BD FACSAria III machine. After exclusion of apoptotic and lineage-positive cells, the numbers of cells in different phases of the cell cycle, mitotic and BrdU-positive cells were determined and fractions calculated using the FlowJo 10.5.3 software.

### Immunofluorescence analysis

After fixation in 4% paraformaldehyde for 2 h at 4°C, limb buds were dehydrated. Then they were mounted in 50:50 (v/v) OCT/30% sucrose and 10 μm cryosections for immunofluorescence analyses prepared. Sections were permeabilized using PBS containing 0.2% Triton X-100 for 30 min at room temperature.

For immunofluorescence analysis of FACS-sorted LMP populations, cells were resuspended in complete DMEM/F12 medium (supplemented with 1% penicillin/streptomycin and 10% FBS, Merck) and 88,000 cells were seeded in one well of a 384-well plate (BD Biosciences). After culture, cells were fixed in 4% paraformaldehyde for 30 min at room temperature and then permeabilized as described above. Primary antibodies against the following proteins were used for immunofluorescence: GFP (1:250; 4745-105, Bio-Rad), jagged 1 (1:50; TS1.15H, Developmental Studies Hybridoma Bank), PDGFRα (1:250; AF1062, R&D), DsRed (1:1000; 632496, Clontech), SOX9 (1:10000; AB5535, Millipore) and COLII (1:250; MS-235-P1, Thermo Fisher Scientific). Signals were detected using the following fluorochrome-coupled secondary antibodies (1:250): anti-sheep Alexa Fluor 488 (713-545-147, Jackson ImmunoResearch), anti-mouse Alexa Fluor 594 (R37121, Thermo Fisher Scientific), anti-rabbit Alexa Fluor 594 (406418, Biolegend), anti-rat Alexa Fluor 647 (A-21247, Thermo Fisher Scientific) and anti-goat Alexa Fluor 647 (A-21447, Thermo Fisher Scientific). Nuclei were counterstained with Hoechst-33258. Images were captured using a Nikon Ti-E microscope equipped with Hamamatsu Flash 4.0 V2 CMOS camera, Yokogawa Spinning Disk CSU-W1-T2 and the VisiView Premier Image acquisition software. Pseudo-colors were chosen from the available lookup tables.

### RNA whole-mount *in situ* hybridization

Whole-mount *in situ* hybridization was carried out as described previously (Haramis et al., 1995).

### FACS isolation of mouse LMP populations

Single cell suspensions were prepared from 60 to 160 mouse embryonic forelimb buds at E10.5-E10.75 (35-38 somites) and E11.5 (46-48 somites; for chondroblasts only). Dissected limb buds were collected into ice-cold PBS and digested for up to 15 min in 1 mg/ml collagenase D in high glucose DMEM medium at 37°C. Limb buds were gently pipetted every 5 min until the tissue was dissociated into single cells. Ice-cold HBSS supplemented with 2% FBS and 10 mM HEPES was added to stop digestion. The cell suspensions were filtered to remove aggregates. During FACS analysis, the lineage-positive ectodermal, endothelial and hematopoietic cells (see above), and apoptotic cells were excluded by gating. Apoptotic cells were detected using 7AAD (Biolegend) and in general amounted to ∼20-30% of all mesenchymal cells at E10.5-E10.75. After the initial gating, the lineage-negative (Lin^−^) cells were separated into different populations using the following antibodies: anti-PDGFRα (CD140a; clone APA5: BV421-conjugated, Biolegend); anti-JAG1 (clone HMJ1-29: PE-conjugated, Biolegend) and anti-SCA-1 (clone D7: APC-conjugated, eBioscience). Streptavidin was conjugated to APC/Cy7. Cells were sorted using a FACSAria III (BD Bioscience) equipped with an 85 μm nozzle in combination with the FACS Diva software V8.0. After sorting, the different cell populations were re-analyzed to assess their viability and purity. FACS plots were generated using the FlowJo 10.5.3 and GraphPad Prism 7 software. Bar graphs, and box and whisker plots were generated using GraphPad Prism 7.

### RNA-seq analysis

Thirty to 80 forelimb buds were collected from *Sox9*^IRES−EGFP^ embryos at E10.5-E10.75 to purify the different mesenchymal cell populations. S9^+^Pα^hi^*Col2a1*^+^ chondroblasts were isolated from 12 to 30 forelimb buds at E11.5. RNA was extracted using the RNeasy Microkit (Qiagen) and the RNA quality determined using RNA 6000 Pico kit (Agilent 2100 Bioanalyzer). Only samples with an RNA integrity ≥8.5 were used. Libraries were prepared from 15 ng of total RNA after purification of poly(A)^+^ RNA using NEBNext kits according to manufacturer's instructions. Libraries were sequenced using the HiSeq 2500 Illumina sequencer with the single-read 50 cycles protocol. Single-end RNA-seq reads were mapped to the mouse genome mm10 assembly using RNA-STAR (Dobin et al., 2013). For reporting multi-mappers, only one hit in the final alignment files (outSAMmultNmax=1) was used and reads without evidence in splice junction tables were filtered out (outFilterType=‘BySJout’). Raw reads and the mapping quality were assessed using the qQCreport function of the R/Bioconductor software package QuasR (version 1.18.0; Gaidatzis et al., 2015). The RefSeq mRNA coordinates from UCSC (genome.ucsc.edu) and the qCount function from the QuasR package were used to quantify gene expression by the number of reads starting within any of the annotated exons of the gene of interest.

### Hierarchical clustering, heatmaps and statistical testing

The subsequent gene expression data analysis was carried out using R software (version 3.4.2, R Foundation for Statistical Computing) and the corresponding software packages of Bioconductor (version 3.6; Huber et al., 2015). Differentially expressed genes were identified using the edgeR package (version 3.20.1; Robinson et al., 2010). Genes with *P*≤0.1 and absolute log_2_ fold changes ≥1.2 were considered as differentially expressed. Principal component analysis was performed with log_2_ transformed CPM values using 25% of the most variable genes. Heatmaps show row-centered log2 transformed CPM values. The 1-Pearson correlation coefficient was used as distance measure for hierarchical clustering (‘complete’ method). In order to enhance the color scale, values outside the 0.05%-99.5% percentile range were replaced with the corresponding percentile value. MsigDb (v6.0, Broad Institute) was used in competitive gene set enrichment analysis. Human EntrezGene IDs were converted to mouse EntrezGene IDs using the HomoloGene database (NCBI, build 68). Only gene sets consisting of at least 10 genes were tested with the ‘camera’ function from edgeR package. A false discovery rate (FDR) of <0.05 was set as cut-off.

### Limb bud mesenchymal cell cultures

Forelimb buds from two mouse embryos (E10.5-E10.75) were incubated in ice-cold 2% trypsin (Gibco)/PBS at 4°C for 30 min and the digestion was stopped by an excess of DMEM medium with 10% fetal bovine serum (FBS). The limb bud ectoderm was manually removed and mesenchymal cells dissociated by gentle pipetting. Cells were plated in four wells of a 96-well plate in high-glucose DMEM medium (10% FBS, 4.5 g/l glucose, 100 U penicillin, 0.1 mg/ml streptomycin and 200 mM L-glutamine, Merck). After 8-9 h, non-adherent cells were removed by changing the medium. Two wells were treated with either 20 μM cyclopamine KAAD (dissolved in ethanol; Calbiochem), 300 ng/μl FGF8b (dissolved in PBS, 0.1%BSA; R&D), 5 μM dorsomorphin (dissolved in DMSO; Merck) or with 20 ng/ml BMP4 (dissolved 4 mM HCl; R&D) for 24 h, while others served as controls (normal medium with solvent). After 12 h, cells were gently detached using trypsin and either processed for FACS analysis of specific cell populations (see before) or processed for RT-qPCR analysis (see below). The Wilcoxon test was used to statistically verify differences observed.

### RT-qPCR analysis

After culture, cells were flash frozen in RLT buffer and RNA was isolated using Qiagen RNeasy Microkit. cDNA was prepared from 300 ng of total RNA that was quantified using the Qubit RNA HS assay. For each sample, the relative expression was normalized to the housekeeping gene *Rpl19* and to the target gene expression level in the untreated condition (ΔΔCt method). Transcripts detected with Ct≥32 were considered as non-expressed genes. To statistically verify significant differences in the relative gene expression, the Wilcoxon and Mann-Whitney tests were used. Details of the oligos used for gene expression analysis can be found in Table S11.

### FACS analysis of mesenchymal cells from *Grem1*-deficient mouse limb buds

Mice heterozygous for a *Grem1* loss-of-function allele were crossed to isolate littermate embryos of the different genotypes at E10.5-E10.75. Single cells were prepared from pairs of forelimb buds for each embryo and divided into two samples to assess both apoptosis and the fractions of S9^−^JAG-1^+^ and S9^−^Pα^hi^ LMPs and S9^+^Pα^hi^ OCPs by FACS, which allowed analysis of ∼70,000 cells per sample. This analysis was carried out blindly as the embryos were genotyped only after the FACS analysis of the cells was already complete. The longer processing times, together with the lower numbers of cells analyzed, explains the ∼2-fold increase in overall cell death as detected by APC-conjugated Annexin-V and 7AAD (Fig. S6B). Only a fraction of live and Lin^−^ limb bud mesenchymal cells was analyzed to determine the fractions of the three cell populations, which, together with sufficiently large numbers of biological replicates, resulted in significant and biological meaningful results that were statistically verified using the Mann-Whitney test.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

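The counts of reads per gene of 14 libraries were used, from 5 populations of mouse forelimb bud cells: S9-JAG1+ LMPs, S9-Pα hi LMPs, S9+Pα hi OCPs and S9+Pα hi*Col2a1*+ chondroblasts with 3 libraries each, and S9-SCA-1+ cells with 2. According to the authors' methods, the counts were made from single-end reads aligned with STAR to the mouse genome mm10, with 1 position kept for each read that fits several, and counted with qCount of QuasR where they start in an exon of a RefSeq mRNA. The values are whole numbers without normalization, 1 column for each library, with an Entrez identifier for each gene. Symbols and positions came from a RefSeq and gene annotation of GRCm38 (mm10); 24374 of the 24454 identifiers were matched, and the other 80 held 0.358% of the counts. All genes and libraries of the table were used.

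Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr by population (15125 genes), library totals were scaled with TMM, and a model with a mean for each population was fitted to all 14 libraries with a quasi-likelihood F test. Replicate numbers were not used as pairs. Each population was compared with the mean of the other 4, and for the genes of Figs 5B, 6A and 7A and the FGF targets with the mean of the other 3 populations without S9-SCA-1+ cells. Pairs of populations were also compared, and a joint test of 3 contrasts covered the 4 populations without S9-SCA-1+ cells. P values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p of at most 0.1 and an absolute log2 fold change of at least 1.2. The standard error of a log2 fold change was taken as its size divided by the square root of F. Levels are CPM on the scaled totals, and log2 CPM were computed with a prior count of 2. Up to 3 counts were taken as the level that cannot be told from absence.

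Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and called at an adjusted p under 0.05 over 25 pairs of list and comparison. Tested in this way were the lists of Figs 4B and 7A as printed in the figures and the FGF targets named in the text. Lists for ribosome biogenesis, cell cycle, cartilage and its matrix, and limb morphogenesis, written by hand, were tested too. The lists of Figs 5B and 6A, also as printed, were tested gene by gene and not with camera. Further lists of marker genes, also written by hand, covered the hindlimb, the forelimb, proximal and anterior limb bud, flank and heart mesoderm, posterior axial mesoderm, ectoderm, endothelium, red blood cells, leukocytes, neural crest, X- and Y-linked sex genes and embryonic stage. A list of nuclear RNAs and a list of distal and posterior genes were added after the counts were seen. Genes are named where the paper's text names them for the RNA-seq data, and for each population the 5 genes with the largest log2 fold change among those with an adjusted p of at most 0.1, an average of at least 1 log2 CPM and all libraries of the population above all others.

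The PCA used the 25% most variable genes (3781), centred and not scaled. Population labels were permuted 100000 times for the distance ratio, and 2000 simulations gave the correlation between deviations from a shared average. In single libraries, marker lists were compared with 10000 random lists of genes of like expression, drawn from 20 expression bins, with p adjusted by the Benjamini-Hochberg method over 11 tests. Genes that prompted such a test were left out of its list; for the posterior axial, flank and heart, and proximal and anterior lists this was decided after the tests with all genes had been seen. As the genes of a list are expressed together, these p values treat them as more independent than they are. Trends of log2 ratios with exon length were removed by loess (span 0.5) over 8126 genes with a mean of at least 20 CPM, and 1 CPM was added before log2 ratios. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0 was used for the annotation, for the colours of the figures and for drawing.

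Alternatives were DESeq2 1.42.0 size factors or library totals for scaling, 2 other filters, the DESeq2 Wald test, edgeR's likelihood ratio test, other limits for p and for the fold change, counts thinned to the smallest total, replicate numbers in the model, fewer libraries in the fit, each library left out in turn, fry and an estimated correlation for lists, and other gene choices, scaling and prior counts for the PCA. The procedure was tested on simulated data: the comparison of 1 population with the mean of the others recovered 197 of 200 changed genes with 3 false calls, that of 2 populations 195 with 8 false calls, the joint test 195 with 6 false calls, DESeq2 198 with 3 false calls, and camera 1 planted list with no false call among the 20 others. The planted gene changes lay well past the fold change limit, in genes that were not scarce. Recovery of genes near the limit or at low counts was therefore not tested. A planted library list gave a p of 1e-04, the smallest that 10000 random lists can give, and an unchanged one 0.924. Correction for exon length took a planted trend from a Spearman correlation of 0.98 to 0.02. The gene sets of the paper's GO analysis, its imaging, its cell cultures and its mutant limb buds were not analysed here.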

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

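All tests in this part were chosen only after the result was seen, on the same libraries, from marker lists written before; the list of nuclear RNAs was written after. Each of the high values here is of a gene outside those the paper discusses, above the limit that 3 counts allow. Each group holds 2 or 3 libraries, so values are given for each library, and explanations stay hypotheses.

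In replicate 3 of the S9-SCA-1+ cells, the embryonic globin *Hbb-y* reached 1125 CPM, against 40.7 CPM in replicate 2 and at most 28.9 CPM in the other populations. The 7 globin genes were higher in replicate 3 by a median ratio of 29.1 (19.6 to 36.4). *Hba-a1* and *Hba-a2* had equal counts in 13 libraries (21769 and 21776 in replicate 3), so they are not 2 independent genes here. The total of replicate 3 was 0.981 times that of replicate 2, which argues against library size, and globins took 0.392% of its counts (0.0137% in replicate 2), which argues against a few genes distorting the other values. Red blood cells or their RNA in the library are a candidate source: the other 4 genes of the erythroid list were also higher, by a median ratio of 13.5, with 24.3 CPM of *Alas2*. None of the 11 listed genes was above 1 CPM in every library, and none is in another list or in the study's heatmaps. The design gives no biological explanation, and none was tested.

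*Pitx1*, a gene of the hindlimb bud that stands in Fig. 5B, with 4.07% of its exon bases under a same-strand RNA and 6.21% under an antisense RNA, reached 38.2 CPM in replicate 3 of the S9-Pα hi LMPs, against 2.11 and 2.67 CPM in replicates 1 and 2. In OCP replicates 1, 2 and 3 it had 29.4, 4.14 and 0.0723 CPM (the last from 2 counts, under that limit). In S9-JAG1+ replicates it had 23.6, 2.72 and 3.77 CPM. S9-SCA-1+ replicates 2 and 3 had 136 and 292 counts of *Pitx1*, against 766, 726 and 551 in S9-Pα hi replicate 3, OCP replicate 1 and S9-JAG1+ replicate 1. The highest library exceeded the next by 14.3 times in S9-Pα hi LMPs, 7.12 times in OCPs and 6.26 times in S9-JAG1+ LMPs. Library totals were 0.796, 1.06 and 0.971 times the mean of the other libraries of the population, far from these ratios. After removal of the trend with exon length, the log2 ratios to the other replicates were 3.48, 3.24 and 2.50 (3.53, 3.29 and 2.53 before), which argues against a bias of gene length as the whole cause.
A candidate explanation is hindlimb bud tissue in the pool. The other hindlimb genes above the floor were highest in the same library for 5 of 5 in S9-Pα hi replicate 3 (1.53 by chance, adjusted p = 0.0088, random lists with Benjamini-Hochberg adjustment) and 5 of 5 in OCP replicate 1 (1.41 by chance, adjusted p = 0.00843, random lists with Benjamini-Hochberg adjustment). *Hoxc10* had 7.92 and 8.48 CPM in these libraries, from 159 and 209 counts. It also had 113 and 169 counts in S9-SCA-1+ replicates 2 and 3, so *Pitx1* and *Hoxc10* were not limited to the flagged libraries. For S9-JAG1+ replicate 1 hindlimb bud tissue stays open, with 3 of 6 genes highest (adjusted p = 0.331, random lists with Benjamini-Hochberg adjustment). Of the 7 listed genes 3 stand in the study's heatmaps, and 1 was above 1 CPM in every library. Younger embryos in the pool cannot be told apart from the other explanations, as the list of stage genes holds only 4. Of these, 3 were highest in S9-Pα hi replicate 3 (adjusted p = 0.295), 3 in OCP replicate 1 (adjusted p = 0.305) and 4 in S9-JAG1+ replicate 1 (adjusted p = 0.0685), all from random lists with Benjamini-Hochberg adjustment. *Lin28a* had 42.6, 55.8 and 34.7 CPM in these libraries, against 6.84 to 15.0 CPM in the others of the 3 populations. *Tbx5*, the forelimb gene, was lowest of its population there, with 247, 215 and 181 CPM. The design gives stage and limb for whole populations only, and no biological explanation was tested.

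*Msgn1*, a gene of the presomitic mesoderm, had 2.97 CPM in replicate 3 of the S9-JAG1+ LMPs and 0.214 and 0.210 CPM in replicates 1 and 2. *Dll1*, *Tbx6* and *Dll3* had 8.05, 5.59 and 9.43 CPM in replicate 3. A bias of gene length is argued against, as the median log2 ratio of the other list genes was 0.78 after the correction (0.65 before). Tail bud or presomitic mesoderm cells in the library are a candidate explanation, since all 7 other list genes above the floor were highest there (2.11 by chance, adjusted p = 0.00165, random lists with Benjamini-Hochberg adjustment). Of the 12 listed genes 5 stand in the study's heatmaps, 1 was above 1 CPM in every library and 1 in none. No biological explanation was tested.

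*Gata6*, which stands in Figs 5B and 7A, had 34.9 CPM in replicate 1 of the S9-JAG1+ LMPs and 10.1 and 10.7 CPM in replicates 2 and 3. *Hand1* and *Gata5* had 7.11 and 5.82 CPM there. Gene length is argued against by a median log2 ratio of the other list genes of 0.62 after correction (0.68 before). Flank or splanchnic mesoderm cells are a candidate explanation, as all 8 other genes of that list above the floor were highest there (2.57 by chance, adjusted p = 0.00165, random lists with Benjamini-Hochberg adjustment). Of the 12 listed genes 4 stand in the study's heatmaps, 1 is in another list, and 3 were above 1 CPM in none of the libraries. No biological explanation was tested.

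*Sox10*, a neural crest gene, had a mean of 2.98 CPM in OCPs (1.87, 3.99 and 3.07 CPM) and 2.36 to 3.02 CPM in chondroblasts, with at most 0.178 CPM in the other libraries. Neural crest or Schwann cell precursors in the library cannot be told apart from expression by the S9+ cells themselves: 5 of 7 other list genes were higher in both S9+ populations than in both LMP populations, against 2.95 by chance (p = 0.119, one-sided, permutation of list membership among genes of like expression; adjusted p = 0.163, random lists with Benjamini-Hochberg adjustment). Too few genes keep this open. Of the 9 listed genes, 3 were above 1 CPM in every library and 2 in none. Sorting on the *Sox9* reporter stays an untested biological explanation.

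*Xist*, whose exons overlap in part with *Tsix* on the other strand, had 1475 CPM in OCP replicate 2, and 365 and 327 CPM in replicates 1 and 3. More female embryos in the pool are argued against, as the summed Y-linked genes were 1.28 times the mean of the other replicates (163, 106 and 149 CPM in replicates 2, 1 and 3), where fewer would be needed; after the correction for exon length their median log2 ratio was 0.22 (0.07 to 0.82). Gene length as the whole cause is argued against by a log2 ratio of 1.77 after the correction (2.09 before). More nuclear RNA cannot be told apart from other explanations: 7 of 7 other nuclear RNAs were highest in replicate 2, by a median log2 ratio of 1.31 (0.99 to 2.08), but the list was chosen after their values could be seen and holds *Tsix*. Across all libraries *Xist* ranged from 261 to 1475 CPM and the Y-linked sum from 92.0 to 168 CPM. *Xist* was also the highest of its population in S9-Pα hi replicate 2 (641 CPM) and in S9-JAG1+ replicate 3 (761 CPM). A raised level was therefore not limited to OCP replicate 2. According to the paper embryos of both sexes were used, but the share of each in a pool is not given, and no biological explanation was tested.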

How the results depend on the processing

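In this part only the check of replicate numbers was among the tests chosen after the counts were seen. Under all alternatives run for them, 94 of 106 values of single genes kept direction and call and were not counted as moved in size. The same holds for the distance ratio (2.11 to 2.40 with each library left out) and the 2 correlations of deviations. Among the other genes, *Pdgfra* in S9-SCA-1+ cells kept direction and call and only moved in size. Of 276 counts of called genes or lists, 255 stayed within 1.5 times the value reported. For genes, 16 values lost and 8 gained a call, 2 moved and 5 reversed. Scaling by library totals moved the median log2 fold change of all genes by 0.102 in chondroblasts, and by less elsewhere.

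With genes of at least 10 counts in every library (12547 genes), fewer genes were tested, and the counts of called genes were 814 for S9-SCA-1+ cells, 720 for S9-JAG1+ LMPs, 208 for S9-Pα hi LMPs, 275 for OCPs and 825 for chondroblasts, then 519 for S9-Pα hi against S9-JAG1+ LMPs, 268 for OCPs against S9-Pα hi LMPs, 423 for chondroblasts against OCPs, 938 for OCPs against S9-JAG1+ LMPs and 1926 jointly. In the same order, dropping the limit on the fold change, which adds genes by its construction, gave 7015, 7546, 2363, 4317, 9838, 4243, 3042, 5263, 7211 and 10427. The share of called genes that were higher then moved from 39.6%, 27.2%, 39.9%, 67.3% and 86.6% to 50.8%, 48.4%, 51.4%, 58.1% and 54.9% for the single populations, and from 63.2%, 71.9%, 85.0% and 72.3% to 54.3%, 58.5%, 52.6% and 54.1% for the pairs. Counts stayed within 1.5 times when 1 library was left out, for example from 556 (without S9-Pα hi replicate 3) to 1015 (without OCP replicate 1) for OCPs against S9-Pα hi LMPs.

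The share of genes below average in S9-JAG1+ LMPs was 71.7% with DESeq2 size factors, 76.9% with library totals, 72.0% with the stricter filter, 71.9% with the DESeq2 Wald test, 72.0% with the likelihood ratio test, 53.4% without the limit on the fold change, 71.5% with thinned counts, 71.8% with the 12 libraries without S9-SCA-1+ cells and 72.0% with a prior count of 0.5. It ranged from 69.9% (without OCP replicate 2) to 72.9% (without S9-Pα hi replicate 3) with 1 library left out. Component 1 carried 44.9% and component 2 carried 29.9% of the variance with the 500 most variable genes, and component 2 carried 21.2% with genes scaled to unit variance. With 1 library left out, component 1 ranged from 37.7% (without chondroblast replicate 2) to 47.0% (without S9-SCA-1+ replicate 3) and component 2 from 16.6% (without S9-SCA-1+ replicate 3) to 28.5% (without chondroblast replicate 2). The cause was not tested.

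With the correlation between genes estimated, 3 list results were called, against 19 reported. The adjusted p of limma camera with Benjamini-Hochberg adjustment was then 0.121, 0.541 and 0.126 for ribosome biogenesis, cell cycle and cartilage in S9-SCA-1+ cells, 0.121, 0.146 and 0.146 in S9-JAG1+ LMPs, 0.323 and 0.336 for cell cycle and cartilage in S9-Pα hi LMPs, 0.126, 0.336 and 0.331 for ribosome biogenesis, cartilage and limb morphogenesis in OCPs, and 0.107, 0.121, 0.0860 and 0.379 for ribosome biogenesis, cell cycle, cartilage and limb morphogenesis in chondroblasts. For the FGF targets it was 0.128. A larger correlation widens the null distribution by construction. With limma fry and Benjamini-Hochberg adjustment, the cell cycle list in S9-SCA-1+ cells had 0.0515, limb morphogenesis in S9-JAG1+ LMPs 0.000324 and the genes of Fig. 7A in S9-JAG1+ LMPs 0.000844. Fry does not compare a list with other genes, so it answers another question than camera. With library totals, limb morphogenesis in chondroblasts had 0.0546, and with the stricter filter the genes of Fig. 7A in OCPs had 0.0429, both from limma camera with Benjamini-Hochberg adjustment; the cause was not tested.

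The genes of Fig. 7A in S9-Pα hi LMPs, far from a call at 0.997, were placed up against all other genes by camera, although their mean log2 fold change was negative. This direction turned to down with DESeq2 size factors (0.961), the stricter filter (0.954), fry (0.927) and in 9 of the 14 fits without 1 library. Over all 14 the adjusted p ranged from 0.246 (up, without S9-Pα hi replicate 3) to 0.958 (down, without S9-JAG1+ replicate 3), all from limma camera or fry with Benjamini-Hochberg adjustment. With 1 library left out, the same adjusted p ranged from 0.0535 (without S9-Pα hi replicate 2) to 0.672 for ribosome biogenesis in S9-Pα hi LMPs, which reversed without S9-Pα hi replicate 3 (0.0933), from 0.00223 (without OCP replicate 1) to 0.614 (without OCP replicate 3) for the cell cycle in OCPs, and, for the genes of Fig. 7A, from 0.0459 (without S9-Pα hi replicate 3) to 0.137 in S9-JAG1+ LMPs and from 0.0324 (without OCP replicate 3) to 0.366 (without OCP replicate 1) in OCPs. Signs of single genes reversed for *Grem1* in S9-Pα hi LMPs (log2 fold change -0.0142 with library totals, -0.026 without OCP replicate 2, and from -0.17 without S9-Pα hi replicate 3 to 0.14 without OCP replicate 1) and *Spry2* in S9-JAG1+ LMPs against chondroblasts (-0.076 with library totals, and from -0.013 without chondroblast replicate 3 to 0.143 without chondroblast replicate 1). *Sox5* in chondroblasts, close to the limit, was not called under 10 of 24 alternatives (log2 fold changes from 1.03 without chondroblast replicate 3 to 1.20 with the 12 libraries without S9-SCA-1+ cells), nor was *Hoxd13* there without chondroblast replicate 3 (1.16). *Irx5* was called lower in S9-Pα hi LMPs than in OCPs by unadjusted p, with only the libraries of these populations (-1.28), without OCP replicate 1 (-1.37) and without chondroblast replicate 3 (-1.25). *Pdgfra* in S9-SCA-1+ cells moved to -4.41 without replicate 2 and to -3.51 without replicate 3. The cause was not tested.

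Replicate numbers were added to the model as a block, although nothing shows that they pair the libraries. Residuals of same-numbered libraries of different populations correlated by -0.18 to 0.31 (18 pairs, median -0.01, 4 above 0.1). Those of different numbers correlated by -0.31 to 0.41 (36 pairs, 6 above 0.1). In the paper the E10.5-E10.75 populations are gated from the same cells, so libraries under other numbers can share a pool. No such pairing is given, and the tests take libraries of different populations as independent. With this block the list of Fig. 7A in S9-Pα hi LMPs turned from up to down at an adjusted p of 0.955 (limma camera with Benjamini-Hochberg adjustment), and *Irx5* was called lower in S9-Pα hi LMPs than in OCPs at a log2 fold change of -1.32.

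Random splits of the libraries into groups of the same sizes tested how often as many genes are called by chance. Of 100 splits with the real one included, as many genes were called in 1 for S9-JAG1+ LMPs, 2 for S9-Pα hi LMPs, 2 for OCPs, 1 for chondroblasts and 1 for the joint test, and the largest other counts were 1106, 1367, 941, 965 and 1327. In comparisons of 2 populations 1 of 10 splits, the real one, gave as many genes, each for S9-Pα hi against S9-JAG1+ LMPs, OCPs against S9-Pα hi LMPs, chondroblasts against OCPs and OCPs against S9-JAG1+ LMPs; 10 splits cannot give a share under 0.1. Fits that left S9-SCA-1+ cells with 1 library gave no count of genes for them and no list test. With 2 or 3 libraries in a population, a spread between embryo pools is estimated mostly from all populations together, and counts thinned to the smallest total changed none of the counts of called genes by more than 1.5 times.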

Differences from the paper's values

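Of the tests in this part, the comparison with the colours of the figures was chosen only after the result was seen. The shares of variance in Fig. 4A, about 45% and about 26%, read by eye, stand beside 42.3% and 25.0% here, and the share of about 71% of genes below average in Fig. 5A, read by eye, beside 72.6%. None of these differs by more than the limit set, and among the alternatives set before the data were examined only the fit without S9-SCA-1+ replicate 3 does, at 16.6% for component 2.

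In a few places the paper's statement and the values here part. The paper describes OCPs as near to chondroblasts in the PCA and the LMPs as differing from both, and here OCP libraries lay at 87.5 log2 units from chondroblasts and 75.04 from S9-Pα hi LMPs. From GO gene sets it reports limb bud genes at low levels in S9-JAG1+ LMPs. Those sets were not used here, so this is not a like comparison. Of the 86 limb morphogenesis genes written by hand, 43 were higher (adjusted p = 0.228, limma camera with Benjamini-Hochberg adjustment). Against the mean of the other 3 populations without S9-SCA-1+ cells, 52 were lower. This list holds genes that the paper gives as high in S9-JAG1+ LMPs, such as *Hoxa13*, *Hoxd13* and *Grem1*. For the regulators of Fig. 5B the paper describes S9-JAG1+ LMPs, Hox genes aside, as largely complementary to OCPs and chondroblasts. With the Hox genes included, the correlation with chondroblasts was -0.28, within the range of -0.55 to -0.10 simulated for unchanged populations. That with OCPs was -0.71, outside it. For the SHH pathway the paper describes large differences, and here 10 of 61 genes were called, or 46 by adjusted p alone. The paper states that *Grem1* is confined to S9-JAG1+ LMPs, and here S9-Pα hi LMPs had 24.5 CPM and OCPs 17.5 CPM. In S9-Pα hi LMPs its log2 fold change was 0.03, and below 0 with library totals (-0.0142), without OCP replicate 2 (-0.026) and without S9-Pα hi replicate 3 (-0.17).

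Other results, counted by gene, went in the direction the paper states and were not called here. The heatmaps show deviations from an average, so a gene or list above or below it need not be called. Proliferation genes were lower in OCPs for 36 of 56 (adjusted p = 0.0971, limma camera with Benjamini-Hochberg adjustment), and called without OCP replicate 1 (0.00223). Of the BMP response genes, 49 of 75 (65.3%) lay below the average of the 4 populations in S9-JAG1+ LMPs and 41 (54.7%) in S9-Pα hi LMPs. As a list they were not called in S9-JAG1+ LMPs (adjusted p = 0.0915, limma camera with Benjamini-Hochberg adjustment), but camera called them without S9-Pα hi replicate 3 (0.0459). They were also called with limma fry with Benjamini-Hochberg adjustment (0.000844), which does not compare them with other genes. In S9-Pα hi LMPs they showed no shift in either direction (adjusted p = 0.997, limma camera with Benjamini-Hochberg adjustment).

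Single genes that the paper gives as higher also lay above the average without a call. In chondroblasts these were *Hoxa11* (log2 fold change 0.28), *Hoxd11* (0.20), *Hoxd12* (0.59), *Runx2* (0.84), *Shox2* (0.46), *Scx* (1.13, called at 1.23 with library totals), *Cdon* (0.47), *Gli2* (0.59) and *Hhip* (0.98), and *Col2a1* against OCPs (0.64). In OCPs they were *Boc* (0.71) and *Gli2* (0.16), and in S9-Pα hi LMPs *Irx3* (0.74), *Irx5* (0.64), *Mycn* (0.86) and *Bmp4* (1.14, called at 1.20 without chondroblast replicate 1). In S9-JAG1+ LMPs they were *Gli1* (0.96), *Ptch1* (1.05), *Spry2* (0.66, and 0.05 against chondroblasts), *Bmp4* (0.82) and *Bmp2* (1.06, called at 1.28 without S9-JAG1+ replicate 1). By adjusted p alone, at most 0.1 without a limit on the fold change, these would pass except *Gli2* in OCPs, *Irx3* and *Irx5* in S9-Pα hi LMPs and *Spry2* against chondroblasts. Against the mean of the other 4 populations, S9-SCA-1+ cells included, calls were reached for *Hoxd12* (1.65), *Runx2* (1.61) and *Scx* (1.28) in chondroblasts, *Ptch1* (1.24) and *Bmp2* (1.82) in S9-JAG1+ LMPs, and *Bmp4* (1.48) and *Irx3* (1.21) in S9-Pα hi LMPs.

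The colours of Fig. 4B had a Pearson correlation of -0.42 with the values here as its columns are headed, while those of Figs 5B and 6A had 0.99 and 0.93.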

Other observations

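Of the tests in this part, the one by exon length for chondroblasts was chosen before the result was seen. The scaling and fold change settings applied to the same share are among the alternatives set before the data were examined. All other tests were chosen only after the result was seen.

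In Fig. 4B, the arrangement of the 4 columns of the populations other than S9-SCA-1+ cells that came closest to the values was OCPs, chondroblasts, S9-Pα hi LMPs and S9-JAG1+ LMPs, with a Pearson correlation of 0.976 over 24 arrangements, against 0.89 for the second and -0.42 as headed. A candidate explanation is that the columns stand in another order than their headings. No biological explanation was tested.

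Of the genes called in chondroblasts, 86.6% were higher. The share was 75.8%, 87.7% and 92.9% among genes with the shortest, middle and longest exons, which argues against gene length as the whole cause. It was 85.6% with DESeq2 size factors and 90.5% with library totals, which argues against scaling. Without the limit on the fold change it was 54.9%, so most of the asymmetry lies among genes past that limit. Stage and population stay open and untested, as they coincide.

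In chondroblast replicate 3, genes of the proximal and anterior limb bud were low: *Meis2* had 115, 86.5 and 15.7 CPM in replicates 1, 2 and 3, *Irx3* 79.7, 50.4 and 5.57 CPM and *Pax1* 34.1, 24.5 and 0.824 CPM. Of the 6 other list genes, 5 were lowest there (2.04 by chance, adjusted p = 0.0422, random lists with Benjamini-Hochberg adjustment). Of all 9, 6 stand in the study's heatmaps, 8 are in another list and 7 were above 1 CPM in every library. Gene length is argued against by a median log2 ratio of the other 6 genes of -1.68 both before and after the correction. A more distal or posterior piece of the limb bud cannot be told apart from other explanations: 6 of 8 genes of a list written after the counts were seen were highest there (3.03 by chance, adjusted p = 0.0675, random lists with Benjamini-Hochberg adjustment). Of these 8, 6 stand in the study's heatmaps and 4 in another list. No biological explanation was tested.

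Log2 ratios to the other replicates rose or fell with exon length in single libraries. The Spearman correlations over 8126 genes were -0.50, 0.43 and 0.05 in OCP replicates 1, 2 and 3, -0.05, 0.60 and -0.52 in S9-Pα hi replicates, -0.39, 0.19 and 0.37 in S9-JAG1+ replicates, -0.19, -0.07 and 0.25 in chondroblast replicates and 0.32 and -0.32 in S9-SCA-1+ replicates 2 and 3. OCP replicate 1, S9-Pα hi replicate 3 and S9-JAG1+ replicate 1, with the lowest of these values in their populations, also have the highest *Pitx1* and *Lin28a* there. Their deviations from the population means correlated by 0.41 (OCP and S9-Pα hi), 0.31 (OCP and S9-JAG1+) and 0.25 (S9-Pα hi and S9-JAG1+), across different replicate numbers in 2 of the 3 pairs. OCP replicate 2, S9-Pα hi replicate 2 and S9-JAG1+ replicate 3 had the highest length correlations of their populations. There *Xist* was highest (1475, 641 and 761 CPM) and *Hbb-y* lowest (48, 60 and 7 counts). Their deviations correlated by 0.29 (OCP and S9-Pα hi), 0.12 (OCP and S9-JAG1+) and 0.22 (S9-Pα hi and S9-JAG1+). OCP replicate 2 also correlated by 0.22 with S9-JAG1+ replicate 2. Neither the paper's text nor the sample labels give a batch for these libraries, so none was in a model, and differences between library batches stay open.

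Of the ectoderm list, *Krt18* reached 11.1 CPM and *Epcam* 5.99 CPM in chondroblasts, and *Krt8* 6.38 CPM in S9-JAG1+ replicate 1; 2 of its 15 genes were above 1 CPM in every library, 7 in none, and 2 stand in the study's heatmaps. Of the 9 endothelial genes, 1 was above 1 CPM in every library and 3 in none: *Kdr* had 6.09 and 10.9 CPM in the S9-SCA-1+ libraries and at most 1.99 CPM elsewhere, and *Egfl7* 5.46 to 10.6 CPM. Of the 8 leukocyte genes, 1 was above 1 CPM in every library and 7 in none: *Cd68* had 2.39 to 8.67 CPM and the others at most 0.392 CPM. *Tbx5* had 23.9 and 14.8 CPM in the S9-SCA-1+ libraries and 181 to 454 CPM elsewhere.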
